# Rif1 Functions in a Tissue-Specific Manner To Control Replication Timing Through Its PP1-Binding Motif

**DOI:** 10.1534/genetics.120.303155

**Published:** 2020-03-06

**Authors:** Robin L. Armstrong, Souradip Das, Christina A. Hill, Robert J. Duronio, Jared T. Nordman

**Keywords:** DNA replication, *Drosophila*, endocycle, genome integrity, replication timing, Rif1

## Abstract

Replication initiation in eukaryotic cells occurs asynchronously throughout S phase, yielding early- and late-replicating regions of the genome, a process known as replication timing (RT). RT changes during development to ensure accurate genome duplication and maintain genome stability. To understand the relative contributions that cell lineage, cell cycle, and replication initiation regulators have on RT, we utilized the powerful developmental systems available in *Drosophila melanogaster*. We generated and compared RT profiles from mitotic cells of different tissues and from mitotic and endocycling cells of the same tissue. Our results demonstrate that cell lineage has the largest effect on RT, whereas switching from a mitotic to an endoreplicative cell cycle has little to no effect on RT. Additionally, we demonstrate that the RT differences we observed in all cases are largely independent of transcriptional differences. We also employed a genetic approach in these same cell types to understand the relative contribution the eukaryotic RT control factor, Rif1, has on RT control. Our results demonstrate that Rif1 can function in a tissue-specific manner to control RT. Importantly, the Protein Phosphatase 1 (PP1) binding motif of Rif1 is essential for Rif1 to regulate RT. Together, our data support a model in which the RT program is primarily driven by cell lineage and is further refined by Rif1/PP1 to ultimately generate tissue-specific RT programs.

DNA replication begins at discrete initiation sites located within replication domains of the eukaryotic genome in a precise chronological manner during S phase. This temporal order of DNA replication is known as the DNA replication timing (RT) program. Although various mechanisms likely contribute to RT, RT programs are evolutionarily conserved from yeast to humans (Rivera-Mulia and Gilbert 2016). In metazoan species, replication domain sizes range from hundreds of kilobases to megabases, and their RT is correlated with transcriptional activity, chromatin structure, and position within the nucleus (MacAlpine *et al.* 2004; Schwaiger *et al.* 2009; Eaton *et al.* 2011; Rivera-Mulia and Gilbert 2016; Almeida *et al.* 2018). Furthermore, RT domains are highly correlated with topologically associated domains (TADs), where a near one-to-one correlation has been observed between RT domains and TADs (Pope *et al.* 2014). While RT is clearly influenced by chromatin structure and nuclear organization, the exact function of RT is not fully understood. Importantly, defects in RT are associated with genome instability, and RT is often altered in cancer cells (Stamatoyannopoulos *et al.* 2009; Koren *et al.* 2012; Donley and Thayer 2013). Therefore, understanding the processes and factors that contribute to RT is key to understanding fundamental aspects of eukaryotic DNA replication and genome stability.

Both cellular differentiation and cellular identity influence genome-wide RT, suggesting that the underlying mechanisms regulating RT are plastic during development. Comparison of genome-wide RT between three lines of cultured *Drosophila* cells revealed differences in RT across ∼8% of the genome (Lubelsky *et al.* 2014). More extensive RT profiling using *in vitro* models of cellular differentiation from multiple mammalian cell lineages has revealed ∼50% of the genome is subject to cell-type-specific RT changes (Hiratani *et al.* 2008; Hiratani *et al.* 2010). Furthermore, in mammalian cells, the RT program goes through a global reorganization where many small RT domains consolidate into larger RT domains as cells differentiate from embryonic stem cells to more differentiated cell types (Ryba *et al.* 2010). It is still unclear, however, whether cell-type-specific changes in RT are developmentally programmed directly or whether differential RT is a passive reflection of the changes in chromatin structure and nuclear organization that occur during cellular differentiation.

Multiple *trans*-acting replication factors control RT from yeast to humans. Loading of the MCM replicative helicase during G1 phase of the cell division cycle and helicase activation during S phase are key steps in RT control (Bell and Stillman 1992; MacAlpine *et al.* 2010; Mantiero *et al.* 2011; Collart *et al.* 2013; Miotto *et al.* 2016). Several factors are limiting for replication initiation (Sld2, Sld3, Dpb11, Dbf4, and Cdc45) and their overexpression disrupts RT in budding yeast and *Xenopus* (Mantiero *et al.* 2011; Collart *et al.* 2013). A critical *trans*-acting RT-regulating factor is Rap1-interacting factor 1 (Rif1), which controls RT from yeasts to humans (Cornacchia *et al.* 2012; Hayano *et al.* 2012; Yamazaki *et al.* 2012; Peace *et al.* 2014; Foti *et al.* 2016). In animals, it is not clear whether the genomic regions that Rif1 targets during differentiation are cell-type-specific or whether Rif1 selectively regulates specific regions of the genome regardless of cell type. Although Rif1 is only modestly conserved, all Rif1 orthologs contain a Protein Phosphatase 1 (PP1)-interaction motif, suggesting that PP1 recruitment is a critical function of Rif1. Rif1-dependent recruitment of PP1 to chromatin may prevent the Dbf4-dependent kinase (DDK) activation of loaded helicases (Davé *et al.* 2014; Hiraga *et al.* 2014; Mattarocci *et al.* 2014; Hiraga *et al.* 2017; Sukackaite *et al.* 2017). However, how loss of the Rif1-PP1 interaction affects RT genome-wide has not been determined.

To better understand the extent to which Rif1 regulates RT in various unperturbed cell types during development, we have measured RT in the *Drosophila* larval wing discs and adult ovarian follicle cells in the presence and absence of Rif1. Here, we identify regions of the genome that change RT as a function of cell lineage and determine Rif1-dependent changes in RT in different tissue types. We found that cell lineage is a major driver of RT and demonstrate that tissue-specific transcription is not a major contributor to tissue-specific RT. Importantly, although RT in a subset of the genome depends on Rif1 similarly in different tissues, Rif1 acts in a tissue-specific manner to control RT. Additionally, the Rif1-PP1 interaction motif is required for Rif1-dependent control of RT, suggesting that PP1 recruitment to replicative helicases is the predominant mechanism Rif1 utilizes for RT control.

## Materials and Methods

### FACS and genomic DNA sequencing

Isolated nuclei from *OregonR*, *Rif1*^*1*^*/Rif1^2^ (Rif1^−^)*, and *Rif1*^*PP1*^*/Rif1^1^ (Rif1^PP1^)* female adult ovaries and *yw*, *Rif1*^*−*^, and *Rif1*^*PP1*^ female third instar larval wing imaginal discs were sorted into G1 and S populations by a FACSAria II or III based on DAPI intensity and subsequently pelleted, flash-frozen, and stored at −80° before DNA isolation and library preparation. Libraries were prepared with the Rubicon ThruPLEX DNA-seq kit for wing imaginal disc samples and with the NEBNext Ultra II DNA Library Prep kit for follicle cell samples, and subjected to Illumina HiSeq 2500 single-end 50-bp sequencing for wing imaginal disc samples and Illumina HiSeq X or Novaseq 6000 paired-end 150-bp sequencing for follicle cell samples.

### RT characterization

Reads from G1 and S samples were aligned to the dm6 reference genome (release 6.04) using Bowtie 2 (v2.3.2) default parameters (Langmead *et al.* 2009). Reads with a MAPQ score >10 were retained using SAMtools (v1.9) (Li *et al.* 2009). BEDTools coverage (v2.26.0) was used to quantify the number of reads mapping to each 100-kb window, with results normalized to read depth (Quinlan and Hall 2010). RT values were obtained by averaging the S/G1 ratio of reads per million value from each S phase replicate for a particular window size. Profiles were generated by plotting the RT value at each window *vs.* genomic location. Quantile normalization was performed for comparisons between samples through the preprocess Core R package to equalize the dynamic range of RT values (Bolstad 2016). The limma statistical package was used to identify 100-kb windows with significantly altered RT values [lmFit, *P* value adjusted for multiple testing (*P* < 0.01); absolute log_2_ fold change > 0.1] (Newville *et al.* 2014). BEDTools intersect (v2.26.0) was used to determine overlap of 100-kb windows with −f 0.5 and −u parameters (Quinlan and Hall 2010). RT values and limma-generated adjusted *P* values at 100-kb windows were used to determine median RT values and adjusted *P* values at 10-kb windows (BEDTools map v2.26.0), and the significance threshold was adjusted at 10-kb windows [*P* value adjusted for multiple testing (*P* < 0.05); absolute log_2_ fold change > 0.1] (Quinlan and Hall 2010). Coordinates of chromatin states were obtained from Kharchenko *et al.* (2011) and converted to dm6 coordinates using the UCSC liftOver tool (Karolchik *et al.* 2004). To calculate RT domain sizes, we identified the genomic coordinates halfway between each peak and valley of an RT profile and determined the distance from one halfway point to the next.

For false discovery rate calculations, spike-in RT bed files with 3 × 10^7^ reads were generated by combining either 3 × 10^5^ (1% impure), 1.5 × 10^6^ (5% impure), 3 × 10^6^ (10% impure), 7.5 × 10^6^ (25% impure), or 1.5 × 10^7^ (50% impure) randomly selected reads from each wing disc S phase replicate with 2.97 × 10^7^ (1% impure), 2.85 × 10^7^ (5% impure), 2.7 × 10^7^ (10% impure), 2.25 × 10^7^ (25% impure), or 1.5 × 10^7^ (50% impure) randomly selected reads from each mitotically cycling follicle cell S phase replicate. RT profiles generated from each test data set (1% impure, 5% impure, 10% impure, 25% impure, and 50% impure) were directly compared to RT profiles from wing discs, and differential RT was identified as before using the limma statistical package [lmFit, *P* value adjusted for multiple testing (*P* < 0.01); absolute log_2_ fold change > 0.1] (Newville *et al.* 2014). We estimate that 50% of the “mitotic” follicle cell population consists of endocycling follicle cells due to the following rationale: Because the total number of follicle cells in an egg chamber after the completion of the mitotic cell divisions is 1024, the 2C–4C population used for sorting contains 2^10^ (1024) mitotically cycling follicle cells from all egg chambers before stage 7 per ovariole and (at most) 1024 endocycling follicle cells from the stage 7 egg chamber per ovariole.

### RNA analyses

#### Follicle cell isolation, RNA extraction and sequencing:

Follicle cells were isolated by trypsinizing ovaries from *OregonR* or *Rif1*^*1*^*/Rif1^2^* females as described by Cayirlioglu *et al.* (2003) and Kim *et al.* (2011). Follicle cells were FACS-sorted into TRIzol LS (Invitrogen, Carlsbad, CA) based on their ploidy and RNA was extracted according to the manufacture’s recommendation. A total of 250,000–500,000 follicle cells were used per replicate. Ribosomal RNA was depleted using the RiboMinus Eukaryote Kit for RNA-sequencing (Invitrogen) and libraries were prepared using the NEBNext Ultra II RNA Library Prep.

#### Wing disc isolation, RNA extraction and sequencing:

Total RNA was isolated from 40 *yw* and *Rif1*^*1*^*/Rif1^2^* female third instar wing imaginal discs. Wing imaginal discs were homogenized in TRIzol (Invitrogen) and flash-frozen in liquid nitrogen. RNA was isolated using the Direct-zol RNA miniprep kit (Zymo Research). Ribosomal RNA was depleted and libraries were prepared using the Ovation *Drosophila* RNA-Seq system (NuGEN). RNA isolated from *yw* wing imaginal discs was also made into libraries and sequenced with follicle cell RNA for all comparisons in Figure 2.

#### RNA-sequencing analysis:

TopHat default parameters (v2.1.1) (Trapnell *et al.* 2012) were used to align paired-end reads to the dm6 version of the *Drosophila* genome. Transcriptomes were generated using Cufflinks (v2.2.1). Differentially expressed transcripts were determined via edgeR statistical analysis (*P* value <0.01) (Robinson *et al.* 2010; McCarthy *et al.* 2012). For analyses comparing transcription to RT at 10-kb windows, we either assigned the average RNA log_2_ fold change and average adjusted *P*-value from all transcripts overlapping each 10-kb window or we assigned the log_2_ fold change of the transcript with the lowest edgeR-generated *P* value at each 10-kb window. Results were similar irrespective of how transcription was assigned to RT windows.

### Data availability

The data generated as a part of this study have been submitted to the NCBI Gene Expression Omnibus under accession number GSE141632. All unique research materials and data will be freely available to other investigators. Supplemental material available at figshare: https://doi.org/10.25386/genetics.11920911.

## Results

### Cell lineage is a major driver of DNA RT

To analyze RT in unperturbed cell types and tissues without the need to immortalize or transform cells, we exploited the well-characterized developmental systems of *Drosophila melanogaster*. To determine how cell lineage affects RT, we generated genome-wide RT profiles from cells of two distinct *D. melanogaster* epithelial tissues: third instar larval wing imaginal disc cells and follicle cells from female adult ovaries. Cells of the wing disc are derived from the embryonic mesoderm, while ovarian follicle cells are derived from the embryonic ectoderm. 

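Wing imaginal discs of *yw* larvae of the last instar and ovaries of adult *OregonR* females were the wild-type tissues. Their nuclei were stained with DAPI and sorted by DNA content, and DNA of the S phase fraction between 2C and 4C was sequenced from 2 samples of each tissue. Wing disc libraries were made with the ThruPLEX kit and read as single ends, and follicle cell libraries with the NEBNext Ultra II kit and read as paired ends on other sequencers. Tissue therefore changes together with strain, library kit and sequencer, and their effects on a difference between the tissues cannot be told apart. The authors aligned the reads to dm6 (release 6 of the genome), counted them in 100-kb windows at a 10-kb slide, normalized the counts to read depth, divided S phase by G1 and averaged the ratios of the replicates. The deposited values are 1 mean log2 S/G1 ratio per condition and window, before quantile normalization. They hold no replicate values, so no difference reported here has a replicate check, an SD or a p-value, and the read depth behind each window is unknown. All 13391 windows of scaffolds 2L, 2R, 3L, 3R, 4 and X were used. For each comparison the 2 conditions were quantile normalized to each other, where the paper states quantile normalization between samples without saying which were normalized together, and a window was counted as changed when its log2 difference was over 0.1 in size. The limma filter on the adjusted p-value needs replicate values and was not applied. A window was placed in pericentric heterochromatin when its midpoint lay on 2L from 22 Mb, on 2R up to 5.7 Mb, on 3L from 23 Mb, on 3R up to 4.2 Mb or on X from 22 Mb, which gave 1816 windows. Chromosome 4, with 135 windows, was kept apart from these and from the 11440 windows of the chromosome arms.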

To generate RT profiles, we used FACS to isolate and subsequently sequence the genomes of S phase nuclei from each tissue and compared these data to those obtained from G1 phase nuclei from wing discs, which serve as the copy number control for all samples (Figure 1A). We previously used this method to generate RT profiles in wild-type and mutant wing discs (Figure 1A; Armstrong *et al.* 2018). The premise of this method is that early-replicating DNA sequences are overrepresented relative to late-replicating sequences within the S phase population. Therefore, RT values can be quantified by determining log_2_-transformed S/G1 read counts across the genome, where larger values indicate earlier replication and smaller values indicate later replication (Figure 1A).

**Figure 1:**
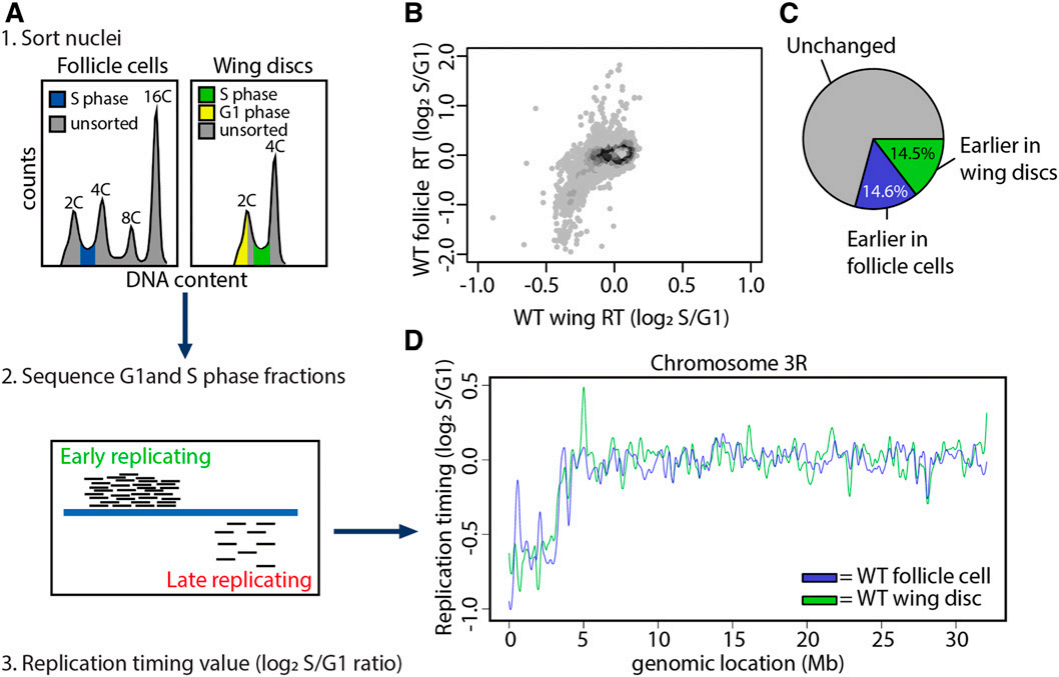
Cell lineage is a major driver of DNA replication timing in *Drosophila*. (A) Experimental outline: (1) Nuclei were FACS-sorted into G1 (yellow) and S (blue or green) populations based on DNA content. (2) DNA was sequenced and mapped back to the dm6 reference genome. The small black bars represent sequencing reads and the large blue bar represents the genome. More reads map to early than late-replicating sequences. (3) S/G1 log_2_ ratio of mapped reads generates replication timing profiles. (B) Heat scatter plot of wild-type wing disc and wild-type follicle cell S/G1 (log_2_) ratios at all 100-kb windows using a 10-kb slide across the genome. (C) Pie chart of all 100-kb windows of significantly earlier RT in wild-type wing discs (green), significantly earlier RT in wild-type follicle cells (blue), and unchanged RT (gray) across the major chromosome scaffolds. (D) LOESS regression lines showing average wild-type wing disc (green) and wild-type follicle cell (blue) S/G1 (log_2_) replication timing values across the chromosome 3R scaffold. See Figure S1 for all other chromosome arms. WT, wild type.

To determine how lineage contributes to RT, we generated RT values at 100-kb windows tiled at 10 kb intervals across the genome for both wing discs and follicle cells and used a stringent significance threshold to identify differential RT between each tissue (Materials and Methods; Armstrong *et al.* 2018). 

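Across all windows, the log2 S/G1 values of wild-type wing discs and wild-type mitotic follicle cells had a Pearson correlation of 0.500 and a Spearman correlation of 0.390. The windows overlap their neighbors and are not independent replicates. Apart from leaving out pericentric heterochromatin, the alternative that moved the Pearson coefficient most was the use of every 10th window, so that no windows overlap, which gave 0.320. Because both profiles share a G1 control, unrelated profiles were also simulated by shifting one along the genome and adding a common G1 error to both. These gave a mean coefficient of 0.00628, with −0.0789 as the lowest and 0.163 as the highest of 100 draws.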

RT profiles generated from individual replicates of wild-type wing discs and follicle cells were strongly correlated (correlation coefficients = 0.95 and 0.95, respectively; *Materials and Methods*, Figure S1A, Figure S2), whereas RT values between the two lineages were significantly more divergent (correlation coefficient = 0.39; Figure 1B, Figure S14). 

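With the pericentric windows left out, the Pearson correlation of wild-type wing discs and mitotic follicle cells was 0.0776 and the Spearman correlation was 0.282. The Pearson coefficient rested on a region of chromosome X from 2700001 to 3000000. Its 21 windows had a mean deposited log2 S/G1 of 2.12 in follicle cells and −0.16 in wing discs, and without them the coefficient was 0.314. With every 10th window it changed sign, to −0.198. The region is also the run of windows on the chromosome arms with the largest shift toward earlier RT in follicle cells, a mean of 1.39 after normalization, and the annotation lists 38 genes in it. Inside it, 3 windows from 2800001 to 2920000, within *kirre* (2740384 to 3134532), had means of 6.67 in follicle cells and −1.27 in wing discs, both beyond the log2 range of 1 that the copy number of a replicating locus spans.

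**Figure D1:**
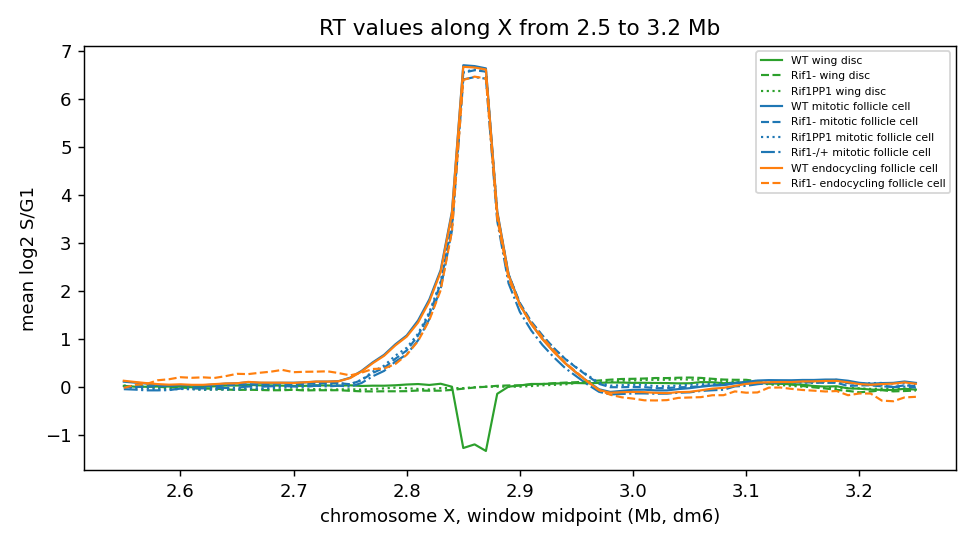
Deposited log2 S/G1 (vertical axis) of 100-kb windows by window midpoint in Mb on chromosome X (horizontal axis), 1 line per condition. All 6 follicle cell conditions rise above 6 between 2.80 and 2.92 Mb, wild-type wing discs fall below −1 there and the mutant wing discs stay near 0.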

A similar correlation was observed when 100-kb windows located in late-replicating pericentric heterochromatin were excluded from the analysis (correlation coefficient = 0.29; Figure S1B). 

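Between wild-type follicle cells and wing discs, 2288 of the 13391 windows (17.1%) passed the 0.1 threshold toward earlier RT in follicle cells, 2532 (18.9%) toward earlier RT in wing discs, and 8571 were unchanged. The alternative that moved these shares most was a threshold of 0.2, which left 5.18% and 4.93%. On the chromosome arms, 13.2% of windows were earlier in follicle cells and 18.9% in wing discs. In pericentric heterochromatin 41.7% were earlier in follicle cells and 17.9% in wing discs, but this order reversed, to 30.3% and 48.7%, when each condition was centered on its median in place of quantile normalization. After normalization, the run with the largest shift toward earlier RT in wing discs lay on 3R from 4920001 to 5200000, around the peak near 5 Mb in Figure 1D. Its 19 windows had a mean change of −0.81, although the deposited means were close, at 0.09 in follicle cells and 0.14 in wing discs. They differ by less than the threshold, so the size of this shift came from the normalization and not from the deposited values. Quantile normalization averages the top values of both profiles, and those of follicle cells include the region on X with 3 windows at a mean of 6.67. It was not repeated without that region. The longest pericentric run, 73 windows on 2R from 900001 to 1720000, was earlier in follicle cells by a mean of 0.35, with deposited means of 0.30 and −0.14. For 225 of the 4820 changed windows the deposited values differed in the opposite direction to the normalized ones.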

While ∼70% of the genome has similar RT between the two tissues, ∼29% of the genome displays tissue-specific RT where 14.6% of windows replicate earlier in follicle cells and 14.5% of windows replicate earlier in wing discs (Figure 1, C and D, Figure S1C, Figure S14, and Table S1). Gene ontology analysis of genes located within tissue-specific RT domains did not reveal a significant enrichment of genes associated with a specific biological process. Furthermore, differential RT between wing discs and follicle cells did not preferentially affect any one chromatin state (Kharchenko *et al.* 2011), and replication domain sizes were highly similar between the two tissues (Figure S1, D and E). These data demonstrate that cell lineage is a key contributor to RT control in *Drosophila*, similar to what has been previously observed in our previous analyses comparing wing disc and *Drosophila* cell lines (Lubelsky *et al.* 2014; Armstrong *et al.* 2018), and to analyses performed in mammalian cell culture systems (Hiratani *et al.* 2008; Ryba *et al.* 2010; Rivera-Mulia *et al.* 2015).

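Domain size was measured as the distance between successive halfway points of the peaks and valleys of the profile, smoothed by a running mean over 31 windows. The median was 125 kb over 838 domains in wing discs (interquartile range 45 to 240 kb) and 105 kb over 954 domains in follicle cells (40 to 205 kb). The medians were 115 and 105 kb with smoothing over 11 windows and 130 and 120 kb with 51 windows. Every peak and valley was counted, whatever its height. The lower quartiles lie below the 100-kb width of a window, so many of these distances may be ripples of the profile and not replication domains. Gene ontology and chromatin states were not analysed here.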

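Before normalization, the deposited values had an SD across windows of 0.12 in wing discs and 0.30 in follicle cells. Windows more than 1 below the median of the chromosome arms numbered 6 in wing discs and 207 in follicle cells. The window around *wg* (2L, gene from 7307159 to 7316265) had a log2 S/G1 of 0.08 in wing discs and −0.07 in follicle cells. From the lower correlation between the tissues than between replicates, and from the share of windows that passed its threshold, the paper concludes that cell lineage is a key contributor to RT control.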

### Cell-type-specific transcript levels do not drive changes in RT

Transcriptional activity is highly correlated with RT, with early-replicating regions of the genome associated with active transcription and late-replicating regions associated with transcriptional repression (MacAlpine *et al.* 2004; Liu *et al.* 2012; Lubelsky *et al.* 2014; Rivera-Mulia and Gilbert 2016). Therefore, we determined if differences in transcript abundance are correlated with differential RT. We generated transcriptomes from wild-type wing disc cells and follicle cells by total RNA-sequencing and identified differentially expressed transcripts between each tissue type. Individual biological replicates were highly correlated (Figure S3; correlation coefficients > 0.93) and we were able to identify tissue-specific transcripts including *wingless* (*wg*) in wing discs and *chorion protein* (*cp*) in follicle cells (Figure S4A). We observed 3994 differentially expressed transcripts (*P* < 0.01; edgeR) between the two tissues (Figure 2A), with elevated levels of 2651 transcripts in wing discs and 1343 transcripts in follicle cells (Figure 2A).

**Figure 2:**
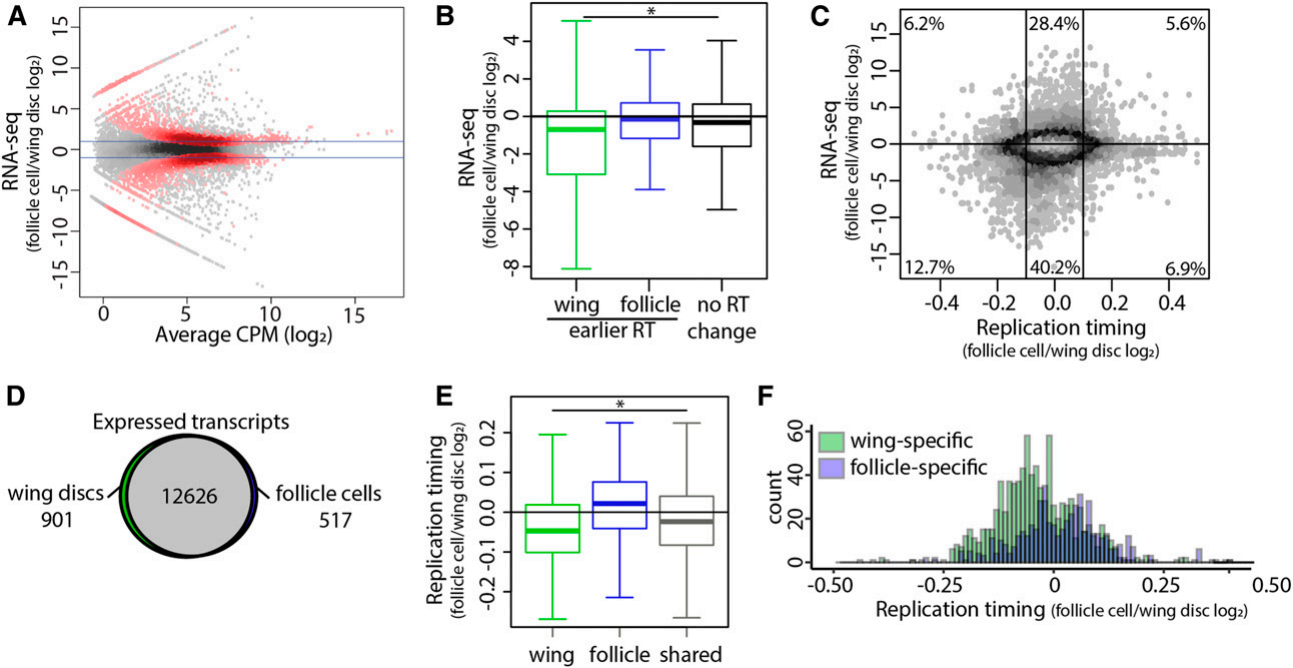
Tissue-specific transcription does not drive changes in RT. (A) Heat scatter plot of the wild-type follicle cell/wild-type wing disc ratio of total RNA-sequencing signal. Statistically different transcripts between wild-type follicle cells and wild-type wing discs are indicated in red (*P* < 0.01; edgeR). Blue lines indicate a log_2_ fold change of 1 and −1. (B) The average log_2_ fold change of all transcripts within each 10-kb window of earlier RT in wild-type wing discs (green), earlier RT in wild-type follicle cells (blue), and unchanged RT (black). Only windows containing at least one transcript are shown (* = P < 0.0001; one-way ANOVA). (C) Heat scatter plot of the wild-type follicle cell/wild-type wing disc RT values [S/G1 (log_2_)] *vs.* the wild-type follicle cell/wild-type wing disc ratio of normalized RNA-sequencing signal at all 10-kb windows across the major chromosome scaffolds. The average log_2_ fold change of all transcripts within each 10-kb window is plotted, and only windows containing at least one transcript are shown. Percentages represent the number of windows within each region (vertical lines at −0.1 and 0.1 represent log_2_ fold change cutoffs for RT statistical significance). (D) Venn diagram comparing expressed transcripts (transcripts per million (TPM) > 0) between wild-type wing discs and wild-type follicle cells. Wing-specific (green), follicle-specific (blue), and shared (gray) transcripts are indicated. (E) Log_2_ fold change of RT values between wild-type follicle cells and wild-type wing discs at wing-specific (green), follicle-specific (blue), and shared (black) transcripts (* = *P* < 0.0001; one-way ANOVA). (F) Histogram of replication timing log_2_ fold change of wing-specific (green) and follicle-specific (blue) transcripts.

To identify whether tissue-specific RT is driven by tissue-specific transcription between wing discs and follicle cells, we directly compared differences in RT and transcript levels at 10-kb windows across the genome between the two tissues. First, we compared the average change in abundance of all transcripts within each window to the RT change of that window (*Materials and Methods*). Although transcript abundance was modestly elevated in wing discs *vs.* follicle cells at windows of earlier RT in wing discs [average log_2_ fold change = 1.45 counts per million (CPM)], we did not observe a strong correlation between elevated transcript abundance and earlier RT in follicle cells (Figure 2, B and C, Figure S4B). These results were consistent whether we considered (1) the average change in the abundance of all transcripts overlapping each 10-kb window (Figure 2, B and C, Figure S4B), (2) the change in abundance of the most confident transcript (lowest *P* value) assigned to each window (Figure S4C), (3) the change in abundance of the transcript with the greatest differential expression (absolute maximum log_2_ fold change) assigned to each window (Figure S4D), or (4) the RT change at all expressed genes (Figure S4E). Furthermore, 47.4% (791/1670) and 73.4% (813/1107) of windows with earlier RT in wing discs or follicle cells, respectively, do not contain a transcript with a significant increase in abundance (Figure S4F), suggesting that tissue-specific RT and tissue-specific transcription are mechanistically separable. Therefore, we conclude that differential transcript levels between wing discs and follicle cells does not fully explain differences in RT between these two tissues.

In our original assessment of transcription between tissue types, we noticed that the most extreme changes in transcript abundance tended to be expressed in a tissue-specific manner. Therefore, as an independent method to assess the relationship between tissue-specific transcript levels and RT, we identified transcripts present in both tissues (shared), transcripts present in wing discs only (wing-specific), and transcripts present in follicle cells only (follicle-specific) (*Materials and Methods*). We identified 12,626 genes that were expressed in both tissues, 901 genes that were wing-specific, and 517 that were follicle-specific (Figure 2D). When we quantified differential RT at both “shared” and tissue-specific genes, we observe earlier replication of wing-specific and “shared” genes in wing discs whereas follicle-specific genes do not replicate earlier in follicle cells (Figure 2, E and F). These data again indicate that tissue-specific transcript levels and tissue-specific RT, although correlated, are separable. We hypothesized that earlier replication of shared genes in wing discs would correlate with elevated transcript levels genome-wide in wing discs relative to follicle cells. Direct comparison of gene expression between the two tissues revealed a global increase of transcript abundance in wing discs relative to follicle cells (Figure S4, G and H). Together, these data demonstrate that while transcript levels and RT are correlated genome-wide (Figure S4, I and J), changes in transcript abundance do not direct changes in RT between wing discs and follicle cells, suggesting that RT and transcriptional activity are mechanistically separable.

### The mitotic-to-endocycle transition does not affect DNA RT in follicle cells

The follicle cells of the adult ovary undergo a developmentally programmed cell cycle transition in which, after a series of mitotic divisions, they begin endocycling, a cell cycle consisting of S and G phases with no intervening mitoses (Figure 3A) (Edgar and Orr-Weaver 2001; Fox and Duronio 2013; Edgar *et al.* 2014). Follicle cells undergo three endocycles, resulting in a ploidy of 16C. Previous work has shown that there are distinct changes in genome regulation during the endocycle, including a global decrease in transcription, decrease in E2F1 target gene expression, and acquisition of endocycle-specific ORC binding sites (Maqbool *et al.* 2010; Sher *et al.* 2012; Hua *et al.* 2018; Rotelli *et al.* 2019). Therefore, we hypothesized that follicle cell RT may be influenced by this developmentally regulated cell cycle transition.

**Figure 3:**
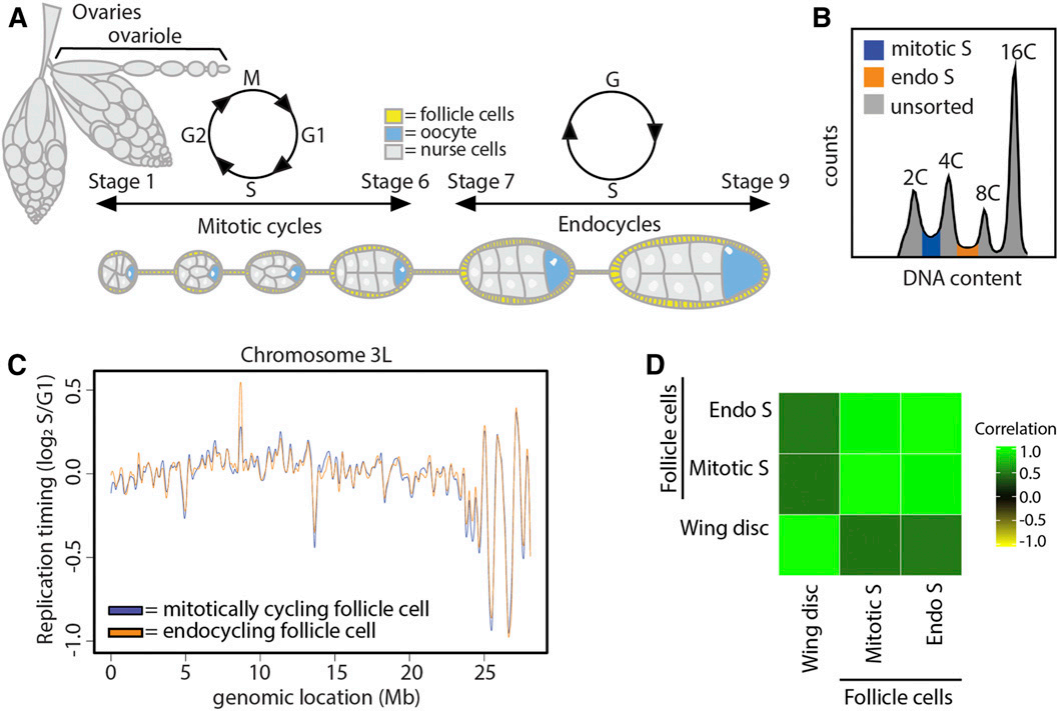
The mitotic-to-endocycle transition does not affect DNA replication timing within the follicle cells of the adult ovary. (A) Early egg chamber development within the adult *Drosophila* ovary. (B) Representative FACS profile of follicle cell nuclei isolated from whole ovaries. The 2C–4C S phase fraction (blue) are the mitotically cycling follicle cells, and the 4C–8C S phase fraction (orange) are the endocycling follicle cells. (C) LOESS regression line showing average wild-type mitotically cycling follicle cells (blue) and wild-type endocycling follicle cells (orange) S/G1 (log_2_) replication timing values in at across the chromosome 3L scaffold. See Figure S5 for all other chromosome arms. (D) Correlation matrix of S/G1 (log_2_) replication timing values for wild-type endocycling follicle cells (endo S), wild-type mitotically cycling follicle cells (mitotic S), and wild-type wing discs.

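Follicle cells were also sorted from wild-type *OregonR* ovaries in the S phase fraction between 4C and 8C, which holds endocycling cells, and DNA of 2 samples was sequenced. The authors made these values as they did those of the 2C to 4C fraction, with the same wing disc G1 control, and deposited 1 mean log2 S/G1 ratio per window. Strain, tissue and library kit are the same in both fractions, so the comparison is within 1 tissue. Normalization and the 0.1 threshold were applied as for the comparison of the tissues.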

To determine if the transition from a mitotic cycle to an endocycle causes a change in RT, we generated genome-wide RT profiles from wild-type endocycling follicle cells and compared them to the RT profiles we measured from wild-type mitotic follicle cells (Figure S5, A and B). To this end, we collected the S phase populations between the 2C and 4C peaks (mitotic) and between the 4C and 8C peaks, which corresponds to the second of the three endocycles (Figure 3B). Direct comparison of RT profiles generated from wild-type mitotic (2C–4C) and endocycling (4C–8C) follicle cells showed no windows of differential RT genome-wide between the two populations of follicle cells (Figure 3, C and D, Figure S5C, Figure S14, and Table S1). Likewise, the gene expression profiles of these two populations of follicle cells were highly similar, with only six differentially expressed transcripts between mitotically cycling and endocycling follicle cells (*P* < 0.01, edgeR; Figure S3, Figure S5D). It is important to note that the first follicle cell endocycle likely initiates from G1 phase (Lilly and Spradling 1996; Calvi *et al.* 1998); therefore, the mitotic S phase sample may contain both mitotic and endocycling follicle cells. 

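Wild-type endocycling and mitotic follicle cells had a Pearson correlation of 0.979 and a Spearman correlation of 0.942, where simulated unrelated profiles with a shared G1 error and 21 windows at a block on X kept in place gave a mean of 0.172 (lowest 0.0997, highest 0.275). By size alone, without a p-value filter, 193 windows (1.44%) were higher in endocycling cells by over 0.1 and 246 (1.84%) were lower. The highest run on the chromosome arms covered 14 windows on 3L from 8620001 to 8850000, with a mean change of 0.34 and deposited means of 0.68 in endocycling and 0.34 in mitotic cells. It holds the chorion genes *Cp15*, *Cp16*, *Cp18* and *Cp19*, whose window (8680001 to 8780000) had a log2 S/G1 of 0.88 in endocycling cells, 0.44 in mitotic cells and 0.11 in wing discs. The chorion genes on X, *Cp7Fa*, *Cp7Fb*, *Cp7Fc*, *Cp36* and *Cp38*, lie between 8470888 and 8483311, and the window of *Cp36* was at 0.41 in endocycling, 0.18 in mitotic and 0.05 in wing disc cells. On the arms, the lowest run was on 2L from 21440001 to 21780000, 25 windows over the histone genes, with a mean change of −0.28 and deposited means of 0.28 and 0.57.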

We were concerned that the impure cell population in the mitotic follicle cell data set might mask any differential RT between the mitotic and endocycling populations. Based on the number of follicle cells in a mature egg chamber (∼1000), we estimate that follicle cells in the first endo S phase could account for, at most, half of the “mitotic” follicle cell population (2C–4C) (*Materials and Methods*). Therefore, we performed an *in silico* false discovery rate analysis by spiking in random reads from the wing disc RT data set into the mitotic follicle cell RT data set. 

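To test how many tissue differences survive mixing, the S/G1 ratio of wild-type wing discs was mixed into that of wild-type mitotic follicle cells in each window, and the mixture was compared with wing discs. The authors mixed reads, and with values divided by the same control a mixture of reads is linear in the ratios. Of the 4820 windows that differed between the unmixed tissues, 98.8% were found again with 1% of wing disc signal, 94.0% with 5%, 87.1% with 10% and 64.8% with 25%. At 50%, 27.9% were found, and 0.222% of the 1349 windows called were not among those of the unmixed comparison. Mean values were mixed, without read sampling or a p-value filter, so mixing shrinks each difference and few new calls can arise. The share found mostly restates how many differences were large. Before mixing, 694 windows differed by over 0.2 toward follicle cells and 660 toward wing discs. The mixture is therefore no independent check of the sensitivity that the paper estimated from reads. Centering each condition on its median in place of quantile normalization moved the value at 50% most, to 36.01%.

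**Figure D2:**
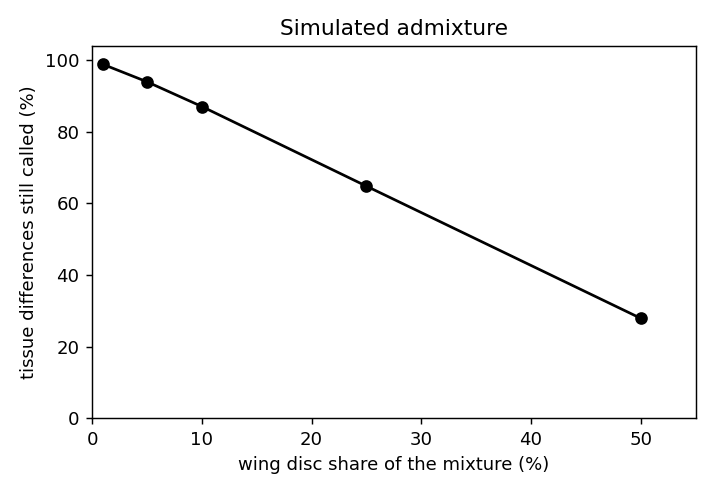
Percent of the 4820 windows that differ between wild-type follicle cells and wing discs and are found again (vertical axis, from 0) by the percent of wing disc signal mixed into the follicle cell values (horizontal axis). The share falls from 98.8% at 1% to 27.9% at 50%.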

Given that the endocycling follicle cells contribute no >50% of our total mitotic follicle cell population, we find that our analysis would be sensitive enough to accurately identify at least ∼27% of the endocycle-specific RT differences (Figure S5E; *Materials and Methods*). Thus, endocycling S phase cells in the 2C–4C population do not mask a difference in RT between endocycling and mitotic follicle cells. Although we cannot exclude the possibility that minor changes in RT could be masked in our data, we conclude that mitotic and endocycling follicle cells have remarkably similar RT profiles, arguing that cell lineage, not changes in the cell cycle, is a major contributing factor to RT.

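In the window at the 3L valley near 5 Mb of Figure 3C (4950001 to 5050000), the log2 S/G1 was −0.25 in wild-type endocycling and −0.35 in wild-type mitotic follicle cells. At the valley near 14 Mb (13950001 to 14050000) the values were −0.01 and 0.03. For 37 of the 439 changed windows the deposited values differed in the opposite direction to the normalized ones. From the lack of windows past its threshold, and from the sensitivity left in its mixtures, the paper concludes that mitotic and endocycling follicle cells have similar RT profiles and argues that lineage rather than the cell cycle is a major contributor to RT.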

### Rif1 fine tunes the RT program in different tissues

Rif1 is a global regulator of DNA RT from yeast to humans (Cornacchia *et al.* 2012; Hayano *et al.* 2012; Yamazaki *et al.* 2012; Peace *et al.* 2014; Seller and O’Farrell 2018). We sought to determine whether Rif1 regulates RT in a tissue-specific manner or whether Rif1-dependent RT domains are hardwired into the genome. To address these questions, we generated genome-wide RT profiles from mitotic follicle cells and wing discs in a *Rif1* null (*Rif1*^−^) mutant previously generated by our laboratory (Figure S6, A and B; Munden *et al.* 2018). 

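The *Rif1*- genotype is *Rif11/Rif12*. S phase nuclei between 2C and 4C were sorted from mutant wing discs and mutant ovaries, and DNA of 2 samples of each tissue was sequenced. Library kits followed the tissue, so each mutant shares the kit with its wild-type control, while the strains differ. Follicle cell libraries were read on either of 2 types of sequencer, and which samples were read on which is not stated. The authors deposited 1 mean log2 S/G1 ratio per window for each mutant tissue. Each mutant was compared with wild type of its own tissue, and a window with a higher normalized value in the mutant is called advanced. The paper names wing disc G1 as the control of all samples, and the labels also list a G1 sample of *Rif1*- wing discs. Which G1 library the mutant wing disc values were divided by is not stated. In 3 windows on X within *kirre*, *Rif1*- mitotic follicle cells had a mean of 6.57 and *Rif1*- wing discs −0.02. RT cannot make cells of the same genotype differ so far under a shared control. At this locus the values argue against the wild-type G1 as control of the mutant wing discs. Changes in mutant wing discs may then include a difference between G1 libraries. *Rif1* lies on 2R from 15864309 to 15869147. Its window had a log2 S/G1 of 0.04 in wild-type and 0.02 in *Rif1*- wing discs, and 0.03 in wild-type and −0.05 in *Rif1*- follicle cells.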

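Between *Rif1*- and wild-type mitotic follicle cells, the Pearson correlation across windows was 0.448 and the Spearman correlation 0.523. In wing discs these were 0.778 and 0.776. With a common G1 error, which the wing disc profiles may not have shared, simulated unrelated profiles gave a mean of 0.0190 in wing discs (lowest −0.0762, highest 0.145). In follicle cells, with 21 windows at a block on X kept in place, they gave 0.293 (lowest 0.250, highest 0.349), and without these windows the Pearson correlation was 0.248. Windows changed by over 0.1 in either direction numbered 3810 (28.5%) in follicle cells and 989 (7.39%) in wing discs.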

Individual replicates of *Rif1*^−^ RT data generated from either wing discs or follicle cells correlated well (Figure S6C, Figure S7A, Figure S14), whereas comparison of *Rif1*^−^ and wild-type RT data revealed that ∼13% of the genome has differential RT in mitotically cycling follicle cells and 8% of the genome has differential RT in wing discs (correlation coefficients = 0.52 and 0.78, respectively; Figure S7B, Figure S6D, Figure S14). 

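In *Rif1*- mitotic follicle cells, 1795 windows (13.4%) were advanced and 2015 (15.05%) were delayed. This order reversed when each condition was centered on its median instead, with 2129 windows advanced and 1218 delayed. The run with the largest advance on the chromosome arms was at the end of X, from 1 to 150000. Its 6 windows changed by a mean of 0.90, from a deposited mean of −0.46 in wild type to 0.51 in the mutant. The largest delay was assigned to 10 windows on X from 21780001 to 21970000, which hold the *flam* locus, with a mean change of −0.50. There the direction came from the normalization, since the deposited means were −0.64 in wild type and −0.36 in the mutant. Changed windows whose deposited values differed in the opposite direction numbered 282.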

For the *Rif1*^−^ mutant follicle cells, 8.2% of windows displayed advanced RT while 5.0% of windows had delayed RT (Figure 4, A–C, Figure S7C, Figure S14, and Table S1). In the *Rif1*^−^ mutant wing disc, 4.1% of windows had advanced RT and 3.9% of windows had delayed RT (Figure 4, A–C, Figure S6E, Figure S14, and Table S1). Furthermore, the magnitude of RT changes within windows of differential RT between *Rif1*^−^ and wild type was significantly greater in follicle cells than that observed in wing discs (Figure 4, B and D). These data show that Rif1 has a greater effect on RT in follicle cells than wing discs, arguing that Rif1-dependent RT domains are not hardwired into the genome.

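Of the wing disc windows, 373 (2.79%) were advanced and 616 (4.60%) were delayed in *Rif1*- mutants. Centering on the median reversed this order, with 843 advanced and 352 delayed windows. The run with the largest advance on the chromosome arms, 6 windows on X from 21800001 to 21950000, changed by a mean of 0.16, with deposited means of −0.21 in the mutant and −0.41 in wild type. The largest delay, a mean of −0.16, was at the end of 3R from 32030001 to 32079331, with deposited means of −0.05 and 0.10. For 0 of the changed windows did the deposited values differ in the opposite direction.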

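Among the changed windows, the median absolute log2 change was 0.21 in *Rif1*- follicle cells (interquartile range 0.13 to 0.39) and 0.12 in *Rif1*- wing discs (0.11 to 0.15). Both groups were selected at over 0.1, which sets their lower limit. Quantile normalization of all conditions together moved the wing disc median most, to 0.14, and gave 0.18 in follicle cells.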

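The spread of the profiles changed with the genotype. In *Rif1*- cells the SD across windows was 0.16 in mitotic follicle cells and 0.10 in wing discs. With 1 mean per condition, the difference between the tissues in their response to the mutation was not tested. From the larger share of changed windows and the larger size of the changes in follicle cells, the paper concludes that Rif1 has a greater effect on RT there, and it argues that Rif1-dependent domains are not hardwired.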

**Figure 4:**
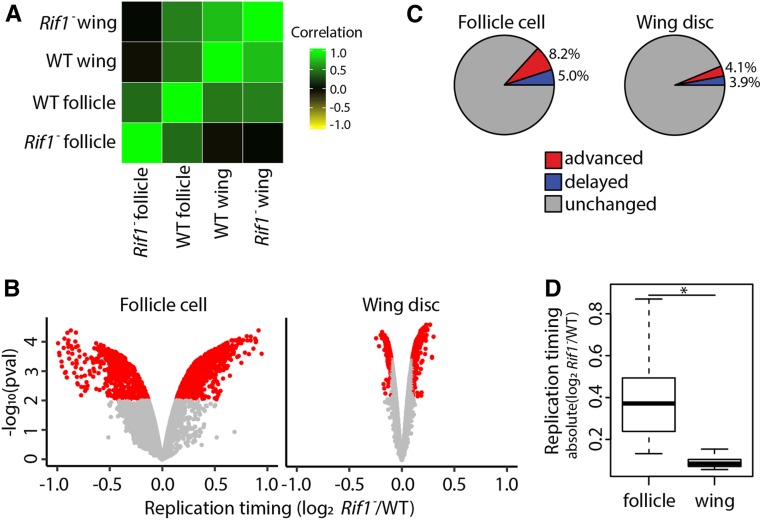
Rif1 regulates RT in a lineage-specific manner. (A) Correlation matrix of S/G1 (log_2_) replication timing values for wild-type mitotically cycling follicle cells (WT follicle), *Rif1*^*−*^ mitotically cycling follicle cells (*Rif1*^*−*^ follicle), wild-type wing discs (WT wing), and *Rif1*^*−*^ wing discs (*Rif1*^*−*^ wing). (B) Volcano plot of the *Rif1*^*−*^/control ratio of normalized replication timing values [S/G1 (log_2_)] plotted *vs.* the −log_10_ *P* value (adjusted for multiple testing) in follicle cells (left) and wing discs (right). Significant replication timing changes are indicated (red; *P* < 0.01, absolute log_2_ fold change > 0.1; limma). (C) Pie chart of all 100-kb windows of significantly advanced RT (red), significantly delayed RT (blue), and unchanged RT (gray) across the major chromosome scaffolds in *Rif1*^-^ mutants relative to wild-type control in follicle cells (left) and wing discs (right). (D) S/G1 (log_2_) absolute log_2_ fold change at 100-kb windows of significant RT change between *Rif1*^*−*^ and control in follicle cells and wing discs (Student’s *t*-test, * = *P* < 2.2 × 10^−16^).

Rif1 promotes late replication likely by preventing replicative helicase activation (Hayano *et al.* 2012; Davé *et al.* 2014; Hiraga *et al.* 2014; Mattarocci *et al.* 2014; Hiraga *et al.* 2017). Therefore, we hypothesized that advanced RT in a *Rif1*^−^ mutant is a direct effect of loss of Rif1 function, whereas delayed RT in a *Rif1*^−^ mutant is a secondary effect. This hypothesis predicts that when comparing different *Rif1*^−^ mutant cell types, there should be a greater extent of overlap between regions with advanced RT (direct) than between regions with delayed RT (indirect). We found that 43.8% (242/552) of windows with advanced RT in wing discs were also advanced in follicle cells. In contrast, only 16.9% (89/527) of windows with delayed RT in wing discs were also delayed in follicle cells (Figure 5A). These data support the hypothesis that advanced RT is a direct effect of Rif1 loss, whereas delayed RT is likely a secondary effect.

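A window counted as shared when a window of the second list covered at least 0.5 of it, as in the paper. Of the 373 windows advanced in *Rif1*- wing discs, 163 (43.7%) were also advanced in *Rif1*- mitotic follicle cells, where 20.9% of all windows overlap an advanced window to that extent. The alternative that moved this share most was the threshold of 0.2, which left 33 advanced wing disc windows and a share of 97.0%.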

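Of the 616 windows delayed in *Rif1*- wing discs, 247 (40.1%) were also delayed in *Rif1*- mitotic follicle cells. Of all windows, 31.1% overlap a window delayed in follicle cells to that extent.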

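When only identical windows counted as shared, the shares between *Rif1*- wing discs and follicle cells were 29.2% of advanced and 21.8% of delayed windows. They moved further apart, to 54.8% and 16.5%, with centering on the median in place of quantile normalization. The paper reasons that a direct effect of Rif1 loss should recur between cell types more often than an indirect one, and from the larger overlap of advanced windows it proposes that advanced RT is direct and delayed RT secondary.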

**Figure 5:**
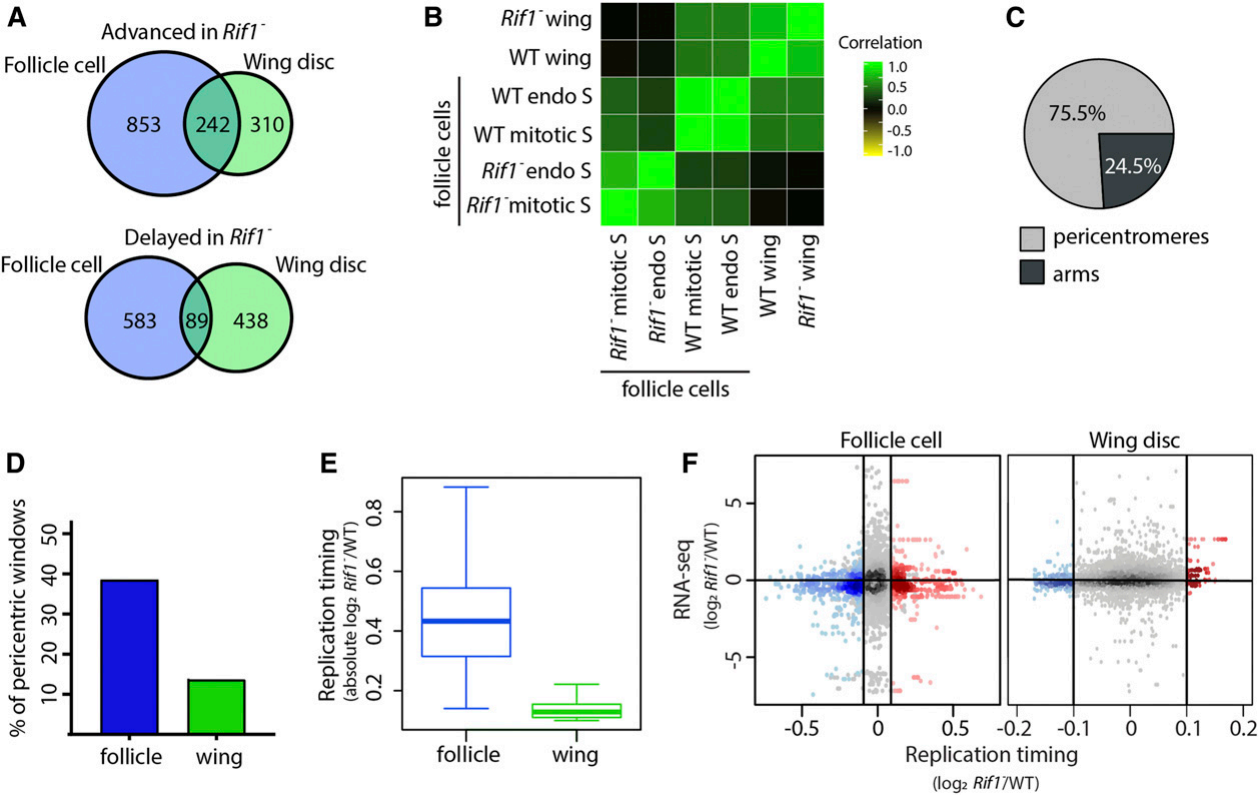
Rif1 promotes late replication of pericentric heterochromatin across lineages. (A) Venn diagrams comparing significantly advanced (top) and delayed (bottom) 100-kb windows identified in *Rif1*^*−*^ follicle cells (left; blue) and wing discs (right; green) (*P* < 0.01 and absolute log_2_ fold change > 0.1; limma). (B) Correlation matrix of S/G1 (log_2_) replication timing values for wild-type mitotically cycling follicle cells (WT mitotic S), *Rif1*^*−*^ mitotically cycling follicle cells (*Rif1*^*−*^ mitotic S), wild-type endocycling follicle cells (WT endo S), *Rif1*^*−*^ mitotically cycling follicle cells (*Rif1*^*−*^ endo S), wild-type wing discs (WT wing), and *Rif1*^*−*^ wing discs (*Rif1*^*−*^ wing). (C) Pie chart of all 100-kb windows of commonly advanced RT between *Rif1*^*−*^ wing discs and follicle cells. Windows within pericentromeres are in gray and chromosome arms are in black. (D) Bar plot of the percentage of 100-kb windows in pericentric heterochromatin with significantly advanced RT. (E) S/G1 (log_2_) absolute log_2_ fold change at all 100-kb windows located in pericentric heterochromatin between *Rif1*^*−*^ and control (Student’s *t*-test, *P* < 2.2 × 10^−16^). (F) Heat scatter plot of the *Rif1*^*−*^/control ratio of normalized replication timing values [S/G1 (log_2_)] plotted *vs.* the *Rif1*^*−*^/control ratio of the most confident transcript (lowest *P* value) at each window across the major chromosome scaffolds. Significantly advanced (red) and delayed (blue) windows are indicated [*P* < 0.05, absolute log_2_ fold change > 0.1 (vertical lines); limma].

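Heterozygous *Rif1*-*/+* females carried 1 mutant copy of *Rif1* over the *CyO* balancer chromosome. S phase nuclei of their mitotic follicle cells were sorted between 2C and 4C, and DNA of 2 samples was sequenced with the kit and sequencers of the other follicle cells. The authors deposited 1 mean log2 S/G1 ratio per window, made as before, and 4 windows had no finite value, which left 13387. The heterozygote was compared with wild-type *OregonR* mitotic follicle cells. The balancer was present only in the heterozygote.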

While measuring RT values for *Rif1*^−^ mutant and control samples, we profiled *Rif1*^−^*^/+^* heterozygous follicle cells (Figure S8, A and B). 

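Heterozygous *Rif1*-*/+* and wild-type follicle cells had a Pearson correlation of 0.824 and a Spearman correlation of 0.659 (simulated unrelated profiles with a block on X kept in place, mean 0.198, lowest 0.133, highest 0.304). In the heterozygote 2077 windows (15.5%) were advanced and 2315 (17.3%) delayed by over 0.1, and the order reversed to 2744 and 1816 with centering on the median. On chromosome 4, 88.1% of windows were advanced in the heterozygote. At the end of X, from 1 to 160000, 7 windows had the largest advance on the arms, a mean of 0.37, with deposited means of 0.01 in the heterozygote and −0.44 in wild type. The largest delay, a mean of −0.50, lay on X from 21560001 to 21940000. The longest pericentric run, 98 windows on 3L from 26030001 to 27100000, advanced by a mean of 0.43, with deposited means of 0.13 and −0.41.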

To our surprise, this heterozygous genotype displayed an intermediate RT phenotype with 3.6% of windows with advanced RT and 1.6% of windows with delayed RT relative to wild-type follicle cells (Figure S8C; Table S1). Furthermore, 87.0% of windows with significantly advanced and 57.5% with significantly delayed RT in *Rif1*^−^ heterozygotes were also affected in *Rif1*^−^ follicle cells, indicating dependency on Rif1 function (Figure S8D). These data demonstrate that *Rif1* is haploinsufficient for RT control.

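Of the windows advanced in *Rif1*-*/+* follicle cells, 1194 of 2077 (57.5%) were also advanced in *Rif1*- follicle cells, and of those delayed, 1172 of 2315 (50.6%) were also delayed. Both lists were made against the same wild-type mean, so they overlap without any effect. To size this, unchanged groups were simulated from the difference between the wild-type endocycling and mitotic profiles, multiplied by a random normal factor in each 1-Mb block. The windows with the largest simulated change were taken, as many as in the lists compared. In 100 draws they gave a mean overlap of 53.7% for advanced (lowest 40.6%, highest 68.1%) and 54.9% for delayed windows (lowest 42.2%, highest 65.5%). From the number of changed windows in the heterozygote and their overlap with those of the null mutant, the paper concludes that *Rif1* is haploinsufficient for RT control.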

As an independent metric to address the specificity of commonly advanced and/or delayed RT changes, we asked whether common RT changes between mitotic follicle cells and wing discs were also detected in *Rif1*^−^ endocycling follicle cells. 

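Endocycling follicle cells of *Rif1*- ovaries were sorted in S phase between 4C and 8C, and DNA of 2 samples was sequenced. The authors deposited 1 mean log2 S/G1 ratio per window, made as for the other follicle cells, and it was compared with wild-type endocycling follicle cells in the same way. The GC content of each window was computed from the dm6 sequence. On the chromosome arms, the *Rif1*- endocycling profile had a Spearman correlation with GC content of 0.740, against −0.123 in wild-type endocycling, −0.0534 in *Rif1*- mitotic and −0.144 in wild-type mitotic follicle cells. It was −0.475 in *Rif1* PP1 and −0.295 in heterozygous mitotic follicle cells, and 0.149 in wild-type, 0.0282 in *Rif1*- and −0.245 in *Rif1* PP1 wing discs.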

We generated RT profiles from *Rif1*^−^ endocycling follicle cells and found that individual replicates of RT data correlated well (Figure S9A). In contrast, 14.8% of windows displayed differential RT in *Rif1*^−^ endocycling follicle cells relative to control with 7.2% being advanced and 7.6% being delayed (Figure 5B, Figure S9B, Figure S14, and Table S1). 

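Between *Rif1*- and wild-type endocycling follicle cells, the Pearson correlation was 0.271 and the Spearman correlation 0.283 (simulated unrelated profiles with a block on X kept in place, mean 0.211, lowest 0.148, highest 0.285). Without the 21 windows at the block the Pearson correlation was 0.0961. By size alone 3263 windows (24.4%) were advanced and 3542 (26.5%) delayed, and the order reversed to 3641 and 3321 with centering on the median. Advanced windows on the arms had a median GC content of 44.9% and delayed windows of 40.5%, against 42.6% for all windows there. With the GC trend of each condition removed, an alternative chosen after seeing the data, 9.22% of arm windows were advanced and 8.85% delayed. The largest advance on the arms was at the end of X from 1 to 140000, a mean of 0.74 over 5 windows, with deposited means of 0.40 in the mutant and −0.48 in wild type. The largest delay, a mean of −0.85 over 23 windows, was at the end of 2R from 25060001 to 25286936, with deposited means of −0.53 and −0.12.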

Although RT was similar between wild-type mitotic and endocycling follicles cells, a *Rif1* mutation affected these cell populations differently. We found that 72.1% (789/960) of advanced windows in *Rif1*^−^ endocycling follicle cells were also advanced in *Rif1*^−^ mitotic follicle cells, and only 37.9% (388/1024) of the windows that were delayed in *Rif1*^−^ endocycling follicle cells were also delayed in *Rif1*^−^ mitotic follicle cells (Figure S9C). Accordingly, the low degree of overlap between windows of delayed RT is reflected by the low genome-wide RT correlation between *Rif1*^−^ mitotic and endocycling follicle cells (Figure 5B, Figure S9D, Figure S14). 

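Of the windows advanced in *Rif1*- endocycling follicle cells, 1530 of 3263 (46.9%) were also advanced in *Rif1*- mitotic follicle cells. Of the delayed windows, 1854 of 3542 (52.3%) were shared. Centering on the median reversed the order of these shares, to 49.9% and 41.2%. Of all windows, 20.9% overlap a window advanced in *Rif1*- mitotic follicle cells and 31.1% overlap a delayed one. In the opposite direction, 1534 of 1795 windows advanced in mitotic cells (85.5%) were also advanced in endocycling cells, and 1393 of 2015 delayed windows (69.1%) were also delayed. On the chromosome arms, 25.4% of the advanced and 47.9% of the delayed endocycling windows were shared, and these shares were 59.3% and 63.9% with the GC trends removed.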

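Across all windows, *Rif1*- endocycling and mitotic follicle cells had a Pearson correlation of 0.747 and a Spearman correlation of 0.457, where unrelated profiles with a shared G1 error and a block on X kept in place gave a mean Pearson coefficient of 0.393 (lowest 0.343, highest 0.449). Without the 21 windows at the block the Pearson correlation was 0.623. On the chromosome arms alone the Spearman correlation was 0.435, and 0.758 once the GC trend of each profile was removed. For wild-type endocycling and mitotic cells the corresponding values were 0.930 and 0.926. From the unequal overlap of advanced and delayed windows and the correlation of the profiles, the paper concludes that the *Rif1* mutation affected the mitotic and endocycling populations differently.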

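The 163 windows advanced and the 247 windows delayed in both *Rif1*- wing discs and *Rif1*- mitotic follicle cells were looked up in *Rif1*- endocycling follicle cells. There, 135 of the advanced windows (82.8%) were also advanced and 188 of the delayed windows (76.1%) were also delayed.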

Interestingly, many of the regions of advanced RT changes that were in common between *Rif1*^−^ wing discs and mitotic follicle cells were also detected in *Rif1*^−^ endocycling follicle cells, while the delayed RT changes were mostly nonoverlapping [72.7% (176/242) and 47.2% (42/89), respectively]. Therefore, while Rif1 regulates RT in a tissue-specific manner, Rif1 appears to regulate RT in a core region of the genome regardless of cell type.

### Rif1 controls RT of pericentric heterochromatin

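Of the 163 windows advanced in both *Rif1*- wing discs and *Rif1*- mitotic follicle cells, 115 (70.6%) lay in pericentric heterochromatin, 48 on the chromosome arms and 0 on chromosome 4. With the threshold of 0.2, which moved this share most, it was 78.1%.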

Almost all commonly advanced windows in *Rif1*^−^ mutant cell populations are located within pericentric heterochromatin, where Rif1 is known to localize by immunofluorescence (Buonomo *et al.* 2009; Munden *et al.* 2018; Seller and O’Farrell 2018). In contrast, all but eight of the commonly delayed windows are located along euchromatic chromosome arms (Figure 5C, Figure S10A). This relationship is also true for tissue-specific RT changes in *Rif1*^−^ wing discs and follicle cells—advancements are overrepresented in pericentric heterochromatin whereas delays are overrepresented along chromosome arms (Figure S10B). 

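Commonly delayed windows were placed the same way. Of the 247, 34 (13.8%) lay in pericentric heterochromatin, 210 (85.0%) on the chromosome arms and 3 on chromosome 4. With centering on the median in place of quantile normalization, 0% lay in pericentric heterochromatin.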

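Advanced windows not shared between the tissues were counted by position. Of 1482 windows advanced in *Rif1*- follicle cells and not in wing discs, 813 (54.9%) were pericentric. Among 210 advanced in wing discs and not in follicle cells, 56 (26.7%) were pericentric. With the threshold of 0.2, only 33 windows were advanced in wing discs and 97.0% of these were shared, so the share of 100.0% then rests on 1 window. Of all windows, 1816 of 13391 are pericentric. Of the windows delayed in 1 tissue only, 1396 of 1675 (83.3%) in follicle cells and 304 of 369 (82.4%) in wing discs lay on the chromosome arms, which hold 11440 of all windows, and 14.1% and 16.8% were pericentric.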

Approximately 67% of follicle-cell-specific advancements and ∼40% of wing-disc-specific advancements occur within pericentric heterochromatin. Collectively, these data suggest that Rif1 directly regulates late replication and may play a significant role in regulating late replication of pericentric heterochromatin. Interestingly, almost 40% of mappable pericentric heterochromatin advances in *Rif1*^−^ follicle cells (both mitotically cycling and endocycling), whereas 2.8-fold fewer pericentric windows advance RT in *Rif1*^−^ wing discs (Figure 5D, Figure S10B). Furthermore, the overall RT of *Rif1*^−^ pericentric heterochromatin remains very late in wing discs relative to the average RT of the chromosome arms, and the magnitude of RT advancement is less than that observed in *Rif1*^−^ pericentric heterochromatin in follicle cells (Figure 5E, Figure S6E). Therefore, Rif1 contributes more substantially to late replication of pericentric heterochromatin in follicle cells than in wing discs.

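Of the pericentric windows, 1047 (57.7%) were advanced in *Rif1*- mitotic follicle cells, 965 (53.1%) in *Rif1*- endocycling follicle cells and 171 (9.42%) in *Rif1*- wing discs. Delayed pericentric windows made up 17.6%, 34.6% and 5.29%. The ratio of the advanced shares in mitotic follicle cells and wing discs was 6.12, and it was 3.02 with centering on the median. The longest advanced run in mitotic follicle cells covered 143 windows on 3R from 1960001 to 3480000, with a mean change of 0.43 and deposited means of −0.03 in the mutant and −0.85 in wild type. In endocycling cells it covered 278 windows on 3R from 610001 to 3480000, with a mean change of 0.71 and deposited means of −0.03 and −1.08. In wing discs it was 23 windows on X from 22790001 to 23110000, with a mean change of 0.14.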

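Relative to the median of the chromosome arms, the median pericentric log2 S/G1 was −0.23 in wild-type and −0.18 in *Rif1*- wing discs. It was −0.27 in wild-type and 0.02 in *Rif1*- mitotic follicle cells. Over all pericentric windows, the median absolute change was 0.05 in *Rif1*- wing discs (interquartile range 0.02 to 0.08), 0.27 in *Rif1*- mitotic follicle cells (0.10 to 0.46) and 0.38 in *Rif1*- endocycling follicle cells (0.17 to 0.65).

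**Figure D3:**
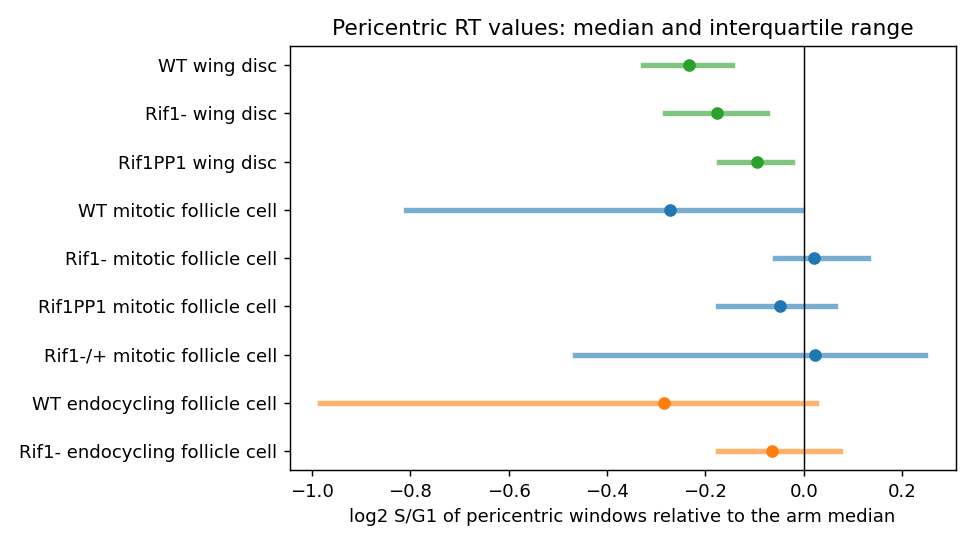
Median log2 S/G1 of the pericentric windows relative to the median of the chromosome arms (horizontal axis) for each condition (vertical axis), with bars from the 25th to the 75th percentile of the windows. Wild-type follicle cells reach lowest, with 25th percentiles of −0.81 (mitotic) and −0.98 (endocycling).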

Some genomic regions of *Drosophila* endocycling cells are underreplicated relative to the rest of the genome; *i.e.*, they have reduced copy number relative to overall ploidy. This is particularly true in pericentric heterochromatin in salivary glands and follicle cells, and this underreplication requires Rif1 (Munden *et al.* 2018). Based on DNA content measurements by FACS, underreplication is thought to begin during the first follicle cell endocycle (Calvi and Spradling 1998). Consequently, because our RT protocol measures relative copy number in S phase *vs.* G1 phase, one possible explanation for the significantly earlier replication of pericentric heterochromatin in polyploid *Rif1*^−^ follicle cells relative to diploid *Rif1*^−^ wing discs is a loss of underreplication of pericentric heterochromatin. Multiple observations, however, indicate that we are measuring true changes in RT rather than the loss of underreplication in *Rif1*^−^ follicle cells. First, loss of underreplication predicts that nearly 100% of mappable pericentric heterochromatin would be scored as “advanced” RT. However, we found that only 40% of pericentric heterochromatin advances RT in *Rif1*^−^ mitotic and endocycling follicle cells (Figure 5D, Figure S9B). 

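Among the pericentric windows, 196 lay more than 1 below the arm median in wild-type mitotic follicle cells and 425 in wild-type endocycling follicle cells, which is beyond the log2 range of 1 open to RT differences. In the *Rif1*- mutants these counts were 5 and 10. The 196 windows had a median level of −1.12 in wild-type and −0.09 in *Rif1*- mitotic follicle cells.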

Second, if pericentric heterochromatin was underreplicated in wild-type endocycling follicle cells, we would expect to observe a reduced copy number in pericentric heterochromatin relative to wild-type mitotically cycling follicle cells. However, pericentric heterochromatin copy number profiles derived from wild-type mitotic and endocycling S phase fractions are not different from one another (Figure S11). Together, these data support the conclusion that Rif1 regulates RT uniquely in different cell types and that the RT differences measured in *Rif1*^−^ follicle cells represent changes in RT and do not result from changes in underreplication.

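After quantile normalization, 10.2% of pericentric windows were lower and 4.90% higher in wild-type endocycling than in wild-type mitotic follicle cells by over 0.1. With centering on the median, which leaves the spread of each profile as deposited, 34.8% were lower and 3.96% higher. The difference followed the level in mitotic cells. Where that level was more than 1 below the arm median, endocycling cells were lower by over 0.1 in 165 of 196 windows, with a median difference of −0.20. Between −1 and −0.5, this held for 351 of 511 windows, with a median of −0.19. From −0.5 to 0 the median was 0.03, with 97 of 663 windows lower, and above 0 it was 0.01, with 8 of 446 lower. The longest run of lower values, 44 windows on 2R from 1870001 to 2400000, had a mean change of −0.19 and deposited means of −0.47 in endocycling and −0.27 in mitotic cells.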

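By chromosome, 131 of the windows more than 1 below the arm median in wild-type mitotic follicle cells were on 3R, 34 on X, 17 on 2R, 11 on 2L and 3 on 3L. The paper reasons that loss of underreplication would advance nearly all pericentric heterochromatin, and that underreplication would lower its copy number in endocycling relative to mitotic cells. As it observed neither, it concludes that the differences in *Rif1*- follicle cells are changes in RT.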

### Rif1 controls RT independently of transcript levels

To determine whether RT changes in *Rif1*^−^ wing discs and follicle cells were due to changes in transcript levels, we generated transcriptomes from *Rif1*^−^ follicle cells and *Rif1*^−^ wing discs. We identified only 121 and 60 differentially expressed transcripts between *Rif1*^−^ and controls in wing discs and mitotic follicle cells, respectively, demonstrating that transcript abundance is largely unaffected after loss of Rif1 function (Figure S7D, Figure S3). We found only 2.1% (28/1342) of differential RT windows in follicle cells and 19.5% (99/507) of differential RT windows in wing discs contain at least one differentially expressed transcript (Figure 5F). Together, these data show that while loss of Rif1 function affects RT to a greater extent in follicle cells relative to wing discs, these RT changes likely do not result from changes in transcript levels.

### Rif1’s PP1 binding motif is essential for Rif1-mediated RT control

Rif1 affects the RT of pericentric heterochromatin to a greater extent in follicle cells than in wing discs (Figure 5, D and E), suggesting a different requirement for Rif1 in RT regulation of pericentric heterochromatin in different tissues. To further understand these mechanistic differences, we assessed what role the PP1 binding motif within Rif1 has on RT control of pericentric heterochromatin in wing discs and follicle cells. Rif1 orthologs from yeasts to humans contain a PP1 binding motif, and mutation of this motif prevents Rif1 association with PP1 in multiple systems (Davé *et al.* 2014; Hiraga *et al.* 2014; Mattarocci *et al.* 2014; Sreesankar *et al.* 2015; Alver *et al.* 2017; Hiraga *et al.* 2017; Sukackaite *et al.* 2017). We previously generated an allele of Rif1 (*Rif1*^*PP1*^) where the conserved SILK/RSVF PP1 interaction motif is mutated to SAAK/RASA (Munden *et al.* 2018). We generated genome-wide RT profiles from *Rif1*^*PP1*^ wing discs and follicle cells. 

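The *Rif1* PP1 genotype is *Rif1 PP1/Rif11*, with the mutated motif opposite a null allele. DNA of S phase nuclei between 2C and 4C was sequenced from 2 samples of wing discs and 2 of mitotic follicle cells, with the kit and sequencer of each tissue. A further wing disc sample with conflicting labels was not used here. The authors deposited 1 mean log2 S/G1 ratio per window and tissue, made as for the null mutant, and in follicle cells 13384 windows had a finite value. Each was compared with wild type of its own tissue as for *Rif1*-.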

Individual replicates from each tissue correlated well (correlation coefficients = 0.91 and 0.89, respectively; Figure S12, A and B, Figure S13, A and B). In contrast, we found that 17.9% and 11% of windows in *Rif1*^*PP1*^ wing discs and follicle cells, respectively, displayed differential RT relative to control (Figure 6, A and B, Figure S12, C and D, Figure S13, C and D, Figure S14, and Table S1). 

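In *Rif1* PP1 wing discs 1681 windows (12.6%) changed by over 0.1 relative to wild type, and in *Rif1* PP1 mitotic follicle cells 4499 (33.6%) did. The Pearson correlation with wild type was 0.686 in wing discs and 0.562 in follicle cells, and the Spearman correlation was 0.624 and 0.547. Simulated unrelated profiles with a shared G1 error gave a mean of 0.0194 in wing discs (lowest −0.105, highest 0.133) and, with a block on X kept in place, 0.265 in follicle cells (lowest 0.163, highest 0.363). The wing disc profiles may not have shared a G1 library. Without the 21 windows at the block the Pearson correlation in follicle cells was 0.432. In wing discs 794 windows were advanced and 887 delayed, and in follicle cells 2116 and 2383. Centering on the median reversed both orders, to 2120 and 391 in wing discs and to 2470 and 1755 in follicle cells.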

Strikingly, *Rif1*^*PP1*^ wing discs displayed over threefold the number of advanced windows compared to *Rif1*^−^ wing discs. In addition, almost all (94.4%) advanced windows in *Rif1*^−^ wing discs were also advanced in *Rif1*^*PP1*^ mutants (Figure 6B). 

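The 794 windows advanced in *Rif1* PP1 wing discs were 2.13 times the 373 of *Rif1*- wing discs. With the values as deposited, without normalization or centering, an alternative chosen after seeing the data, the ratio was 3.02, from 1760 and 583 windows. It fell to 1.27 at the threshold of 0.2, from 42 and 33 windows.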

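Of the 373 windows advanced in *Rif1*- wing discs, 319 (85.5%) were also advanced in *Rif1* PP1 wing discs. Unchanged groups sharing a control, in lists as long, overlapped by 61.0% on average, with 22.3% as the lowest and 94.9% as the highest of 100 draws. These were simulated from a difference between follicle cell profiles, so they size neither the variation of wing discs nor a shared control alone.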

Interestingly, in follicle cells, there was almost a complete overlap of advanced RT windows between *Rif1*^*PP1*^ and *Rif1*^−^ mutants. These data suggest that the *Rif1*^*PP1*^ and *Rif1*^−^ mutations potentially affect RT through different mechanisms in wing discs and through the same mechanism in follicle cells. In contrast, the overlap of delayed RT changes between *Rif1*^*PP1*^ and *Rif1*^−^ wing discs or follicle cells is poor (Figure 6B). These data further support that advanced RT in *Rif1* mutants is a direct consequence of Rif1 loss, whereas delayed RT is likely secondary effect.

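In follicle cells, 1577 of the 2116 windows advanced in *Rif1* PP1 (74.5%) were also advanced in *Rif1*-, and 1568 of the 1795 advanced in *Rif1*- (87.4%) were also advanced in *Rif1* PP1. Unchanged groups simulated against the shared wild-type follicle cell mean, with lists as long, overlapped by 53.4% (lowest 40.5%, highest 67.7%) and 59.5% (lowest 42.9%, highest 75.2%) on average. All simulated groups came from the same difference between profiles, so these overlaps do not measure the shared mean alone.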

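Of the windows delayed in *Rif1*- wing discs, 477 of 616 (77.4%) were also delayed in *Rif1* PP1 wing discs, against a mean of 57.7% (lowest 30.0%, highest 82.1%) in lists as long, simulated from follicle cell profiles and not from wing discs. At the threshold of 0.2 this share was 27.3%. In follicle cells, 1693 of the 2383 windows delayed in *Rif1* PP1 (71.0%) were also delayed in *Rif1*-, and 1403 of the 2015 delayed in *Rif1*- (69.6%) were also delayed in *Rif1* PP1, against simulated means of 54.4% (lowest 42.3%, highest 64.8%) and 61.0% (lowest 47.1%, highest 73.7%).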

**Figure 6:**
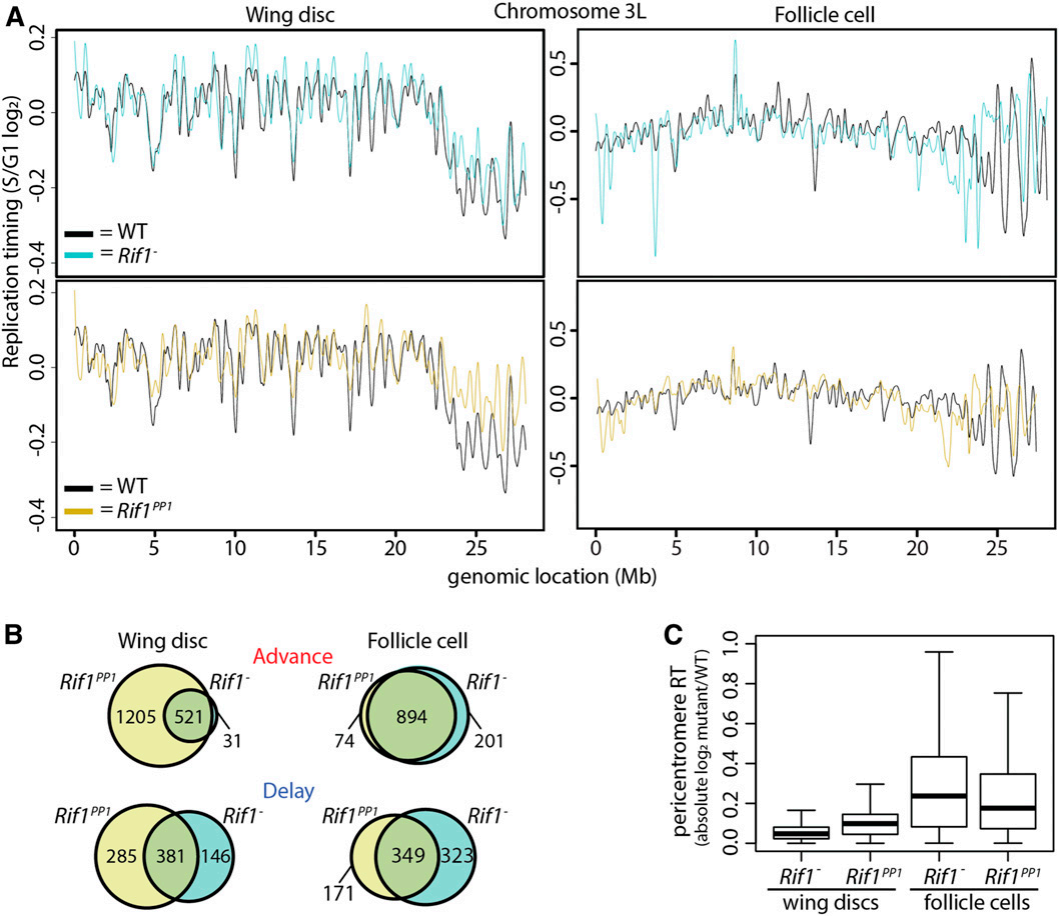
Rif1’s PP1 binding motif is essential for Rif1-mediated RT control. (A) LOESS regression line showing average *Rif1*^*−*^ (cyan), *Rif1*^*PP1*^ (gold), and wild-type (black) S/G1 (log_2_) replication timing values in wing discs (left) and follicle cells (right) across the chromosome 3L scaffold. See Figures S6, S7, S12, and S13 for other chromosomes. (B) Venn diagrams comparing significantly advanced (top) and delayed (bottom) 100-kb windows identified in *Rif1*^*−*^ (cyan) and *Rif1*^*PP1*^ (gold) wing discs (left) and follicle cells (right) (*P* < 0.01 and absolute log_2_ fold change > 0.1; limma). (C) Box plot of absolute mutant/control log_2_ ratio of normalized replication timing values [S/G1 (log_2_)] at all pericentromeric regions of the major chromosome scaffolds.

As Rif1 affects RT of pericentric heterochromatin in both tissues, we hypothesized that RT changes in *Rif1*^*PP1*^ tissues would preferentially be located at pericentromeres. 

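In *Rif1* PP1 wing discs, 347 of the 1816 pericentric windows (19.1%) were advanced and 3.36% were delayed relative to wild type, against 9.42% advanced in *Rif1*- wing discs. The shares advanced depended on the normalization. With centering on the median they were 60.8% in *Rif1* PP1 and 21.4% in *Rif1*- wing discs. The longest run in *Rif1* PP1 wing discs, 34 windows on X from 22740001 to 23170000, advanced by a mean of 0.16, with deposited means of 0.04 in the mutant and −0.14 in wild type. In *Rif1* PP1 mitotic follicle cells 855 pericentric windows (47.2%) were advanced, and the longest run, 74 windows on 2R from 2870001 to 3700000, advanced by a mean of 0.44.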

We found that ∼48% of pericentric heterochromatin displayed a significant advancement of RT in *Rif1*^*PP1*^ wing discs, unlike what we found for *Rif1*^−^ null wing discs, where only ∼10% of pericentric heterochromatin advanced. The *Rif1*^*PP1*^ wing disc RT phenotype is more similar to what we observed at pericentric heterochromatin in *Rif1*^−^ follicle cells (Figure 5A). Specifically, 80% (876/1095) of advanced windows in *Rif1*^−^ mitotic follicle cells were also advanced in *Rif1*^*PP1*^ wing discs (Figure S13E). Additionally, all commonly advanced windows between *Rif1*^−^ follicle cells and wing discs were advanced in *Rif1*^*PP1*^ wing discs. 

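Of the 1795 windows advanced in *Rif1*- mitotic follicle cells, 566 (31.5%) were also advanced in *Rif1* PP1 wing discs, and 14.1% of all windows overlap a window advanced there. The share was 70.5% with centering on the median and 6.78% at the threshold of 0.2.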

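Of the 163 windows advanced in both *Rif1*- wing discs and *Rif1*- mitotic follicle cells, 150 (92.0%) were also advanced in *Rif1* PP1 wing discs.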

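Over all pericentric windows, the median absolute log2 change was 0.06 in *Rif1* PP1 wing discs (interquartile range 0.03 to 0.10), against 0.05 in *Rif1*- wing discs. In mitotic follicle cells it was 0.20 in *Rif1* PP1 (0.08 to 0.39) and 0.27 in *Rif1*-. With centering on the median, the values were 0.12 in *Rif1* PP1 and 0.056 in *Rif1*- wing discs, and 0.31 in *Rif1* PP1 and 0.34 in *Rif1*- follicle cells.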

Interestingly, while the magnitude of RT change at pericentromeres is significantly greater in *Rif1*^*PP1*^ wing discs relative to *Rif1*^−^ wing discs (*P* < 2.2 × 10^−16^), the magnitude of RT change in *Rif1*^*PP1*^ wing discs remains significantly lower than what is observed in *Rif1*^−^ or *Rif1*^*PP1*^ follicle cells (Figure 6C). Collectively, these data demonstrate that the *Rif1*^*PP1*^ mutation differentially affects pericentric heterochromatin RT relative to the *Rif1*^−^ mutation in wing discs and suggest that regulatory mechanisms, potentially including the Rif1-PP1 interaction, function differently to regulate late RT of pericentromeres between tissues.

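Relative to the arm median, the median pericentric level was −0.10 in *Rif1* PP1 wing discs and −0.05 in *Rif1* PP1 mitotic follicle cells. On the chromosome arms, the largest advance in *Rif1* PP1 wing discs was a mean of 0.15 over 12 windows on 2L from 16050001 to 16260000, and the largest delay a mean of −0.21 over 34 windows on X from 1830001 to 2260000. In *Rif1* PP1 follicle cells they were 0.97 at the end of X from 1 to 160000 and −0.71 over 5 windows on X from 21790001 to 21930000, where the deposited means were −0.48 in the mutant and −0.37 in wild type. From the pericentric windows advanced in *Rif1* PP1 and not in *Rif1*- wing discs, and from the size of the changes, the paper concludes that the mutations affect pericentric RT differently in wing discs and proposes that mechanisms that may include the Rif1-PP1 interaction differ between tissues.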

## Discussion

Our findings provide insight into the relative contributions that cell type, gene expression, cell cycle, and Rif1 have on RT control. By comparing genome-wide RT profiles from unperturbed cells from distinct tissues, we demonstrated that cell lineage has a larger effect on RT than Rif1, an evolutionarily conserved regulator of RT. We also found that the RT program is not modified in response to the physiological and transcriptional changes that occur during the mitotic-to-endocycle transition, and that transcriptional differences between cell types do not drive changes in RT.

We found that ∼30% of the genome had different RT in the two tissue types we examined, and that changes in transcript levels do not account for these changes. Studies in other systems also have failed to establish a direct relationship between changes in RT and changes in transcript levels (MacAlpine *et al.* 2004; Lubelsky *et al.* 2014; Rivera-Mulia *et al.* 2015; Siefert *et al.* 2017; Almeida *et al.* 2018; Armstrong *et al.* 2018). While transcriptional activity has long been correlated with RT, there are clearly mechanisms that control RT independently of transcription. RT is highly correlated with genome topology (Pope *et al.* 2014), and recent work has demonstrated that changes in TAD structure can be uncoupled from changes in gene expression (Ghavi-Helm *et al.* 2019). Therefore, our results are consistent with a model in which lineage-specific changes in genome topology, not transcription, underlie changes to the RT program as cells differentiate. These RT programs can then further be enforced by *trans*-acting factors such as Rif1.

When comparing different tissues, we found a higher degree of overlap between regions of the genome that transition from late to early in the absence of Rif1 than those that transition from early to late. These data imply that Rif1 directly promotes late replication of specific regions of the genome while indirectly affecting regions of the genome that normally replicate early. It is currently unknown, however, how Rif1 is targeted to heterochromatin and other late-replicating regions of the genome to delay RT. Rif1 dynamically associates with heterochromatin from yeasts to humans (Buonomo *et al.* 2009; Seller and O’Farrell 2018). In early *Drosophila* embryos, Rif1 is recruited to heterochromatic regions independently of HP1a, and then displaced from heterochromatin immediately before heterochromatin is replicated late in S phase (Seller and O’Farrell 2018). Chromatin immunoprecipitation of Rif1 followed by sequencing has revealed that in yeast and mouse cells Rif1 targets many other regions of the genome within both late and early-replicating domains (Hayano *et al.* 2012; Foti *et al.* 2016). Our results argue that Rif1 localization to chromatin is likely influenced by cell-type-specific factors.

Our results demonstrate that in metazoans the PP1 interaction motif of Rif1 can contribute to Rif1-mediated RT control. These data suggest that helicase inactivation, or inactivation of another PP1 target near origins of replication, is critical for Rif1-mediated RT control. Multiple models have been proposed to explain how Rif1 controls RT. First, through a direct interaction with PP1, Rif1 is thought to counteract DDK-mediated helicase activation and delay replication of Rif1-associated regions (Davé *et al.* 2014; Hiraga *et al.* 2014; Alver *et al.* 2017). Second, based on 4C experiments with five viewpoints, Rif1 was shown to affect chromatin contacts between different RT domains, suggesting that Rif1 controls RT through nuclear organization (Foti *et al.* 2016). It is unclear how these different models are related, if at all. Furthermore, while the timing decision point occurs in G1 phase, helicase activation occurs throughout S phase, raising additional mechanistic questions about how Rif1 controls RT. Previous work in budding yeast has shown that DDK can act in G1 phase (Heller *et al.* 2011; Tanaka *et al.* 2011; Zhang *et al.* 2019). Additionally, DDK-dependent helicase activation and Cdc45 recruitment in G1 phase is critical for the specification of certain replication origins. Thus, premature helicase activation in the absence of Rif1 during G1 phase could alter the localization of specific replication domains. While this model could unify the observations describing how Rif1 controls RT, further work is needed to test this possibility.

Our data suggest that different regulatory mechanisms control late RT between wing discs and follicle cells. The approximate threefold increase in the number of windows with advanced RT in *Rif1*^*PP1*^ wing discs relative to *Rif1*^−^ null wing discs was surprising. These data indicate that the presence of mutant Rif1^PP1^ protein results in a stronger effect than the absence of Rif1. One possibility is that Rif1^PP1^ acts in a dominant negative manner in regions of the genome that normally replicate late during S phase, such as pericentric heterochromatin. Another striking observation was that loss of Rif1 function in wing discs did not substantially advance RT in much of the pericentric heterochromatin. This result suggests that mechanisms in addition to Rif1/PP1-mediated MCM dephosphorylation act within the wing disc to promote late replication of pericentric heterochromatin.

In summary, our study demonstrates that cell lineage is a major driver of RT control within the context of a developing organism. Rif1 fine tunes the RT program established in different tissues, and each of these modes of RT control function independently of transcriptional control, suggesting additional levels of regulation.

How the deposited data were processed for this re-analysis (not part of the article)

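RT was measured as the log2 ratio of S phase to G1 reads in wing discs and follicle cells of wild-type, *Rif1*-, *Rif1*-*/+* and *Rif1* PP1 flies, with 2 S phase samples per condition. There were 9 conditions: wing discs of wild type and both mutants, mitotic follicle cells (2C to 4C) of wild type, both mutants and the heterozygote, and endocycling follicle cells (4C to 8C) of wild type and *Rif1*-.

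The authors aligned the reads with Bowtie 2 to dm6, kept reads with a mapping quality over 10, counted them in 100-kb windows at a 10-kb slide, normalized to read depth, divided by G1 and averaged over replicates. The deposited values are log2 of this ratio, 1 mean per condition and window, and the authors had not quantile normalized them. The order of averaging and taking logarithms, the handling of duplicate reads and any pseudocount are not named in the paper's text. The number of reads per sample or window is not part of the values, so the depth is unknown and no interval is given.

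Values were processed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. All 13391 windows of the 6 major scaffolds were used, except those without a finite value in a condition compared. For each of 8 comparisons, the 2 conditions were quantile normalized to each other, and windows over 0.1 in absolute log2 change were counted. Which samples the authors normalized together is not stated, and the choice matters: advanced windows in *Rif1*- wing discs were 2.79% with pairs, 8.05% with all conditions together and 4.35% without normalization. Overlaps, pericentric windows, domain sizes over a running mean of 31 windows and mixtures of 1, 5, 10, 25 and 50% were computed as given at each result. The limma test of the paper could not be repeated on means, and no p-value was computed across windows, which overlap and are not replicates. GC content was counted from the dm6 sequence, and its trend was the median of a profile in each of 50 bins of arm windows with similar GC content.

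Unchanged groups for shared controls were simulated in 100 draws with a fixed seed. For overlaps, the difference between the wild-type endocycling and mitotic profiles was multiplied by random normal factors in blocks of 1 Mb, and the windows with the largest simulated change were taken, as many as in the lists compared. Keeping these lists as long as the observed ones, and keeping 21 windows at a block on X in place for correlations between follicle cell profiles, was chosen after seeing the data. Wing disc lists were compared with the same follicle cell difference, which does not size the variation of wing discs. All simulated groups came from that difference, so their overlaps do not measure a shared control alone. For correlations, profiles were shifted against each other and given a common G1 error set from the paper's replicate correlation of 0.95. Mutant wing discs may have had another G1 control than wild type, and for them this setting may not hold. The calling of changed windows was tested on simulated data, where 200 of 13391 windows were raised or lowered by 0.4, all 200 (100.0%) were recovered and 92 others were called. Little noise was added and 0.4 is far past the threshold, so this checks the code and not the recovery of small changes. The median among changed windows of *Rif1*- wing discs was 0.12.

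Regions to be named were fixed by rule: in each comparison, the run of at least 5 windows past the threshold with the largest mean change on the chromosome arms in each direction, the longest pericentric run, the genes the paper names, and the peaks and valleys its figures show. Windows named in *kirre* were chosen after their values were seen. Comparisons, limits of pericentric heterochromatin, thresholds, the naming rule and most alternatives were set before the data were examined. Alternatives were Spearman's coefficient, values without windows beyond 1, non-overlapping windows, windows outside pericentric heterochromatin, centering on the median, joint normalization, a threshold of 0.2, identical windows, pericentric limits moved by 0.5 Mb, chromosome 4 counted as pericentric and running means of 11 and 51 windows. The values as deposited and the removal of GC trends were added after seeing the data. RNA sequencing, chromatin states, gene ontology and 1 sample with conflicting labels were not analysed here.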

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

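All tests in this part were chosen only after the results were seen. Both results are signals at loci whose copy number or RT the paper does not discuss, although it names chorion protein transcripts, read from the deposited log2 S/G1 values.

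On chromosome X, 3 windows from 2800001 to 2920000, within the gene *kirre*, had a mean of 6.67 in wild-type mitotic follicle cells. All 6 follicle cell conditions were high there, with means of 6.57 in *Rif1*-, 6.58 in *Rif1* PP1 and 6.42 in *Rif1*-*/+* mitotic cells and 6.64 in wild-type and 6.42 in *Rif1*- endocycling cells. Wild-type wing discs had −1.27, *Rif1*- wing discs −0.02 and *Rif1* PP1 wing discs −0.01. Early replication is excluded as the explanation, since even the lowest of the 6 follicle cell means, 6.42, is far beyond the log2 range of 1 that S phase copy number spans. The 6 means lie within a range of 0.25, whatever the genotype or the cell cycle, which is consistent with a technical source that all of them share. A deletion in the *yw* strain whose wing disc G1 served as control may be that source, because nearly no reads in the control would raise every ratio made with it by a similar amount. No sequence of the strain was examined, so this stays a hypothesis. The values of the mutant wing discs near 0 would then mean that they were divided by another G1 library. Mitotic follicle cells of the same genotypes, at 6.57 and 6.58, argue against the wild-type G1 as control of the mutant wing discs. A biological difference between follicle cells and wing discs cannot give these heights through RT, and no other biological explanation was tested.

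Wild-type endocycling follicle cells were higher than wild-type mitotic ones by a mean of 0.36 in a run of windows on 3L from 8620001 to 8840000, which holds 4 chorion genes. It ranked 1 of 16 such runs on the chromosome arms in the deposited values. A run on X from 8370001 to 8590000 with 5 chorion genes ranked 2, with a mean of 0.20. Thus 100.0% of the 2 highest runs hold chorion genes, and the runs ranked 3 to 5 hold 0. Chorion gene amplification in some of the sorted endocycling cells may explain the runs on 3L and X. The share of 100.0% does not test this, because it restates the observation that prompted it. GC content as the whole cause is argued against at the 3L chorion window, where the change was 0.45 after the GC trend of each profile was removed. This test replaced one on the correlation of the wild-type endocycling profile with GC content, −0.123, which had decided nothing. Early replication alone is argued against in *Rif1*- endocycling cells, where the 3L window lay 1.41 above the arm median, past the range of 1, although the GC trend of that profile was not removed for this value. In wild-type endocycling cells it lay 0.86 above the arm median, within that range, and there earlier replication stays open. Other levels of this window above the arm median were 0.41 in wild-type and 0.76 in *Rif1*- mitotic follicle cells and 0.08 in wild-type wing discs. The difference between the 2 sorted fractions has no replicate check.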

How the results depend on the processing

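No test described in this part was chosen after a result was seen, apart from the values as deposited, the removal of GC trends and the removal of a block on chromosome X, which were all chosen after seeing the data. Removal of the block on chromosome X was not counted in the following tally. Across all other alternatives, 243 values stayed within 1.5 times the reported value, or for a correlation within the interval that 1342 non-overlapping windows allow, and 124 did not. The limits of pericentric heterochromatin (13 values each when moved by 0.5 Mb to either side or with chromosome 4 added) and the smoothing of the domain sizes left all of their values within these bounds. No paired analysis was possible because the deposited values are 1 mean per condition. For the same reason, leaving out each replicate in turn and adding a replicate block could not be run. The read depth is unknown, so what it limits cannot be stated.

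The balance of advanced and delayed windows depended on normalization and centering. Without quantile normalization and with each condition centered on its median, the advanced share of all changed windows rose from 47.1% to 63.6% in *Rif1*- mitotic follicle cells, from 37.7% to 70.5% in *Rif1*- wing discs, from 47.3% to 60.2% in *Rif1*-*/+* follicle cells, from 47.2% to 84.4% in *Rif1* PP1 wing discs and from 47.0% to 58.5% in *Rif1* PP1 follicle cells. Between wild-type endocycling and mitotic cells the share of higher windows fell from 44.0% to 32.2%. With the values as deposited, neither normalized nor centered, the shares were 50.0%, 52.2%, 53.0%, 73.1% and 48.3% in the mutants in the same order and 31.5% between the wild-type fractions, so in mutant mitotic follicle cells most of the move came with the centering. In *Rif1*- endocycling cells the share was 48.0%, 52.3% with centering and 42.5% as deposited. Centering gave 6.30% advanced and 2.63% delayed windows in *Rif1*- wing discs, 15.8% and 2.92% in *Rif1* PP1 wing discs, and 9.10% delayed in *Rif1*- follicle cells. In wild-type endocycling cells 2.51% of windows were higher and 5.29% lower than in mitotic cells, and 34.8% of pericentric windows were lower. The pericentric share advanced was 21.4% in *Rif1*- and 60.8% in *Rif1* PP1 wing discs, and the ratio of *Rif1*- follicle cells to wing discs was 3.02. The shared fraction was 16.5% for windows delayed in *Rif1*- wing discs and follicle cells and 70.5% for *Rif1*- follicle cell advances in *Rif1* PP1 wing discs, and 0% of commonly delayed windows were pericentric. The median pericentric change was 0.12 in *Rif1* PP1 wing discs and 0.31 in *Rif1* PP1 follicle cells. The cause was not tested.

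With the values as deposited, which were examined after seeing the data, 2.44% of windows were higher and 5.30% lower in wild-type endocycling cells, 34.9% of pericentric windows were lower, and 4.35% of windows in *Rif1*- and 13.1% in *Rif1* PP1 wing discs were advanced. Pericentric windows were advanced in 16.6% and 54.5% of cases, with a ratio of 3.81 between *Rif1*- follicle cells and wing discs, and 0.690% of commonly delayed windows were pericentric. Of the *Rif1*- follicle cell advances, 72.2% were shared with *Rif1* PP1 wing discs. The median pericentric change was 0.11 in *Rif1* PP1 wing discs and 0.31 in *Rif1* PP1 follicle cells. Quantile normalization of all conditions together gave 8.05% advanced and 10.5% delayed windows in *Rif1*- wing discs and 14.5% and 14.8%, together 29.3%, in *Rif1* PP1 wing discs. It gave 10.4% delayed windows in the heterozygote, 0.426% higher and 0.785% lower windows in wild-type endocycling cells, and median pericentric changes of 0.073 in *Rif1*- and 0.10 in *Rif1* PP1 wing discs. The cause was not tested.

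A threshold of 0.2 lowers every share of changed windows by its construction. It left 5.18% of windows earlier in follicle cells and 4.93% earlier in wing discs, and 0.366% higher and 0.762% lower in endocycling cells. Advanced and delayed windows made up 8.04% and 6.66% in *Rif1*- mitotic follicle cells, 0.246% and 0.164% in *Rif1*- wing discs, 7.02% and 3.37% in the heterozygote and 10.8% and 12.9% in *Rif1*- endocycling cells. In *Rif1* PP1 they made up 0.314% and 0.493% (together 0.807%) in wing discs and 8.98% and 6.25% (together 15.2%) in follicle cells. Pericentric windows advanced in 1.43% of cases in *Rif1*- and 1.98% in *Rif1* PP1 wing discs, and 0.826% were higher and 3.96% lower in wild-type endocycling cells. The ratio of *Rif1*- follicle cells to wing discs rose to 33.0 and that of *Rif1* PP1 to *Rif1*- wing discs fell to 1.27. The shared fraction was 97.0% for *Rif1*- wing disc advances in follicle cells, 27.3% for *Rif1*- wing disc delays in *Rif1* PP1 and 6.78% for *Rif1*- follicle cell advances in *Rif1* PP1 wing discs. Of commonly delayed windows 25.0% and of wing disc specific advances 100.0% were pericentric, the latter from 1 window, since 33 were advanced in *Rif1*- wing discs. When only identical windows counted as shared, the delayed overlap fell to 21.8% for *Rif1*- wing discs, 31.3% for the heterozygote and 32.4% for *Rif1*- endocycling cells in *Rif1*- mitotic follicle cells, and the overlap of *Rif1*- follicle cell advances with *Rif1* PP1 wing discs fell to 13.3%, as a narrower criterion must.

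Outside pericentric heterochromatin, 6.46% of windows were advanced in *Rif1*- follicle cells, 1.75% in *Rif1*- wing discs, 8.69% in the heterozygote and 3.86% in *Rif1* PP1 wing discs, and 0.898% were higher and 0.527% lower in wild-type endocycling cells. With the GC trends removed, a choice made after seeing the data, 9.22% of arm windows were advanced and 8.85% delayed in *Rif1*- endocycling cells, 7.89% and 7.63% in *Rif1*- mitotic follicle cells, and 0.516% were higher and 0.682% lower in wild-type endocycling cells. This alternative uses the arms alone, so part of its effect is that of leaving out pericentric heterochromatin.

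Each alternative moved some of the correlations. Spearman's coefficient was 0.390 between the tissues, 0.282 between them outside pericentric heterochromatin, 0.942 between wild-type endocycling and mitotic cells, 0.523 for *Rif1*- follicle cells, 0.659 for the heterozygote and 0.624 for *Rif1* PP1 wing discs, each with its wild type, and 0.457 between *Rif1*- endocycling and mitotic cells. In the same order, Pearson's coefficient with every 10th window was 0.320, −0.198, 0.984, 0.569 and 0.864, with 0.829 for the last pair, and it was 0.803 for *Rif1*- wing discs, 0.406 for *Rif1*- endocycling cells and 0.662 for *Rif1* PP1 follicle cells. The sign of the value outside pericentric heterochromatin thus reversed. On quantile-normalized values it was 0.578 between the tissues, 0.191 outside pericentric heterochromatin, 0.986 between the wild-type fractions and 0.770 between the *Rif1*- fractions. With wild type it was 0.534 for *Rif1*- follicle cells, 0.807 for *Rif1*- wing discs, 0.849 for the heterozygote, 0.352 for *Rif1*- endocycling cells and 0.637 for *Rif1* PP1 follicle cells. Without windows beyond 1 in size it was 0.614 between the tissues, 0.338 outside pericentric heterochromatin, 0.951 between the wild-type fractions and 0.556 between the *Rif1*- fractions, and with wild type 0.315 for *Rif1*- follicle cells, 0.840 for *Rif1*- wing discs, 0.705 for the heterozygote, 0.718 for *Rif1* PP1 wing discs and 0.429 for *Rif1* PP1 follicle cells. Outside pericentric heterochromatin it was 0.0776 between the tissues and 0.970 between the wild-type fractions, and with wild type 0.783 for *Rif1*- follicle cells, 0.678 for *Rif1*- wing discs, 0.632 for *Rif1*- endocycling cells, 0.520 for *Rif1* PP1 wing discs and 0.723 for *Rif1* PP1 follicle cells. Without 21 windows at the block on chromosome X, the value between the tissues was 0.613, and 0.314 outside pericentric heterochromatin. It was then 0.976 between the wild-type fractions and 0.623 between the *Rif1*- fractions, and with wild type 0.248 for *Rif1*- mitotic, 0.787 for heterozygous, 0.0961 for *Rif1*- endocycling and 0.432 for *Rif1* PP1 follicle cells. What else moved the correlations was not tested.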

Differences from the paper's values

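All alternatives named here were set before the data were examined unless said otherwise, and no test was added to explain a difference. The counts here rest on the size of the change alone, where the paper also required an adjusted p-value from limma, which the deposited means do not allow.

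The Pearson correlation of wild-type wing discs and mitotic follicle cells was 0.500 against the paper's 0.39. Spearman's coefficient, 0.390, closed the gap, and the other 4 alternatives did not. Outside pericentric heterochromatin it was 0.0776 against the paper's 0.29, and both Spearman's coefficient (0.282) and leaving out windows beyond 1 in size (0.338) closed the gap, while quantile normalization and non-overlapping windows did not. For *Rif1*- and wild-type mitotic follicle cells it was 0.448 against the paper's 0.52, with 0.523 by Spearman's coefficient and 0.534 on quantile-normalized values, which closed the gap, and not with the other alternatives.

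In *Rif1*- mitotic follicle cells, 13.4% of windows were advanced against the paper's 8.2%, and 15.05% were delayed against the paper's 5.0%. A threshold of 0.2 closed both gaps, with 8.04% and 6.66%, and leaving out pericentric windows closed the first, with 6.46%. Centering on the median, normalizing all conditions together and non-overlapping windows closed neither. Removing the GC trends, chosen after seeing the values, gave 7.89% advanced and 7.63% delayed windows and closed the first gap only. In the heterozygote, 15.5% were advanced against the paper's 3.6%, and 17.3% delayed against the paper's 1.6%, and no alternative closed either gap. In *Rif1*- endocycling follicle cells, 24.4% were advanced against the paper's 7.2%, which a threshold of 0.2 closed with 10.8%, and 26.5% delayed against the paper's 7.6%, which no alternative set before the data were examined closed. Removing the GC trends on the arms, chosen after seeing the values, gave 9.22% and 8.85% and closed both. In *Rif1* PP1 mitotic follicle cells 33.6% of windows changed against the paper's 11%, and a threshold of 0.2 gave 15.2% and closed the gap, as no other alternative did.

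Of the windows delayed in *Rif1*- wing discs, 40.1% were shared with *Rif1*- follicle cells against the paper's 16.9%. Counting only identical windows (21.8%) and centering on the median (16.5%) closed the gap, and the threshold of 0.2 did not. The share of heterozygous advances found in *Rif1*- follicle cells was 57.5% against the paper's 87.0%. Centering (61.5%) and the threshold of 0.2 (64.9%) brought it within 1.5 times, as did the values as deposited (60.4%), which were chosen after seeing the values, and identical windows did not. The share of *Rif1*- endocycling advances found in *Rif1*- mitotic follicle cells was 46.9% against the paper's 72.1%, and it was within 1.5 times of that value with centering (49.9%) and the threshold of 0.2 (62.6%), and not with identical windows. Settings chosen after seeing the values also closed this gap, with 48.3% for the values as deposited and 59.3% on arms without GC trends. The paper's 72.1% equals its 789 windows over the 1095 advanced in mitotic cells, and of the windows advanced in mitotic cells here 85.5% were shared, which differs by less than 1.5 times. Over the 960 windows the paper prints beside it, the paper's share is 82.2%. Of commonly delayed windows, 76.1% were also delayed in *Rif1*- endocycling cells against the paper's 47.2%, where identical windows gave 64.2% and closed the gap and the other alternatives did not. Of the windows advanced in *Rif1*- mitotic follicle cells, 31.5% were advanced in *Rif1* PP1 wing discs against the paper's 80%. Centering on the median gave 70.5%, and the values as deposited, chosen after seeing the values, gave 72.2%. Both closed the gap, and identical windows and the threshold of 0.2 did not.

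The ratio of pericentric advances in *Rif1*- follicle cells and wing discs was 6.12 against the paper's 2.8. Centering on the median gave 3.02 and closed the gap, as did the values as deposited, chosen after seeing the values, with 3.81, and the threshold of 0.2 and the 3 changes of the pericentric limits did not. In *Rif1* PP1 wing discs 19.1% of pericentric windows were advanced against the paper's 48%. Centering gave 60.8% and the values as deposited, chosen after seeing the values, gave 54.5%, which closed the gap, and none of the other alternatives did. For wing discs the values as deposited also came close to some values of the paper that did not differ by 1.5 times. They gave 4.35% advanced and 3.99% delayed windows in *Rif1*- against the paper's 4.1% and 3.9%, 17.99% changed windows in *Rif1* PP1 against the paper's 17.9%, and 94.3% shared advances against the paper's 94.4%. Other wing disc values moved away from the paper's. Pericentric windows advanced in *Rif1*- rose to 16.6% against the paper's 10% and 9.42% with normalization, and the advances shared with follicle cells rose to 56.9% against the paper's 43.8% and 43.7% with normalization.

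Some statements of the paper went another way here. The paper reports no window of differential RT between wild-type mitotic and endocycling follicle cells, and 439 windows (3.28%) differed here by size alone. It describes pericentric copy number in these fractions as not different, and 10.2% of pericentric windows were lower in endocycling cells here, or 34.8% with centering on the median. It calls the heterozygote intermediate, and 32.8% of windows changed in it here against 28.5% in *Rif1*- mitotic follicle cells. The paper's order held with the threshold of 0.2 (7.02% advanced and 3.37% delayed against 8.04% and 6.66%), with all conditions normalized together (11.1% and 10.4% against 13.9% and 15.8%) and for the Pearson correlation with wild type (0.824 against 0.448). It reports a larger overlap of advanced than of delayed windows between *Rif1*- endocycling and mitotic cells. Of all windows, 20.9% overlap a window advanced in these mitotic cells and 31.1% overlap a delayed one. The shares of advanced and delayed endocycling windows here were 46.9% and 52.3%. The order was the paper's when the windows of mitotic cells were counted instead (85.5% and 69.1%), with centering (49.9% and 41.2%), with the threshold of 0.2 (62.6% and 40.0%) and when identical windows were counted (39.1% and 32.4%). It calls the overlap of delayed windows between *Rif1* PP1 and *Rif1*- poor, and it was 77.4% in wing discs and 71.0% in follicle cells here. These shares were 64.5% and 56.9% with centering, and 27.3% and 71.2% with the threshold of 0.2. Groups simulated without a change, with list lengths chosen after seeing the data, gave at most 64.8% for the 71.0%. In the opposite direction, the follicle cell share of 69.6% lay below its highest simulated value, 73.7%. The 77.4% in wing discs lay below 82.1%, which was simulated from follicle cell profiles. It places all but 8 commonly delayed windows on the arms, and 34 of 247 were pericentric and 3 on chromosome 4 here. None were pericentric with centering (0%), and 0.690% were with the values as deposited, chosen after seeing the values. It places almost all commonly advanced windows in pericentric heterochromatin, and 70.6% were there. The paper's figure shows 76%, which differs from this share by less than 1.5 times. It describes delays in 1 tissue as overrepresented on the arms, and 83.3% of these in follicle cells and 82.4% in wing discs lay there, where 11440 of 13391 windows lie. It reports that all commonly advanced windows were advanced in *Rif1* PP1 wing discs, and 150 of 163 were here.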

Other observations

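All tests in this part were chosen only after the results were seen, except the GC prediction for the low pericentric windows.

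On the chromosome arms, the change between *Rif1*- and wild-type endocycling follicle cells followed the GC content of the windows, with a Spearman correlation across windows of 0.806, against 0.154 for the change in mitotic cells. The profile itself had a correlation with GC content of 0.740. Other profiles were linked to GC content in the opposite direction, −0.475 in *Rif1* PP1 and −0.295 in heterozygous mitotic follicle cells and −0.245 in *Rif1* PP1 wing discs, and what its removal does to those in *Rif1* PP1 and the heterozygote was not tested. A change in the contrast between early and late windows alone is argued against, because the correlation with GC at fixed wild-type RT was 0.813. A GC-dependent bias of the *Rif1*- endocycling libraries may be the source. When the GC trend of each profile was removed, the Spearman correlation of *Rif1*- endocycling and mitotic cells on the arms rose from 0.435 to 0.758, whereas removing the trend of a GC track shifted along the genome gave at most 0.451 in 100 draws. Windows changed in the comparison with wild type fell from 44.4% to 18.1% of the arms. A real shift of GC-rich windows toward earlier RT in endocycling cells without Rif1 would give the same correlation of 0.806, and the 2 cannot be told apart without replicate libraries. If the bias is the source, much of the low overlap between *Rif1*- endocycling and mitotic cells could be technical, and after the removal 59.3% of advanced and 63.9% of delayed arm windows were shared.

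In pericentric heterochromatin, 196 windows of wild-type mitotic follicle cells lay more than 1 below the arm median. RT alone is excluded for these, because an unreplicated locus in S phase has at least 0.5 of the copy number of a replicated one, a log2 difference of 1. In *Rif1*- mitotic follicle cells 4 of the 196 stayed below −1 and their median relative to the arms was −0.091. This argues against the library kit or read mapping of follicle cells, which the mutant shares, and leaves open the sequencer, which was either of 2 types. GC content is argued against as well, since the trend of the arms predicts a level of 0.012. Wild-type endocycling cells were lower by a median of −0.20 in the same windows, which a fixed copy number difference of the *OregonR* strain alone would not give. Later RT in endocycling cells could add to such a difference, so this value alone leaves the strain open for the mitotic cells. The heterozygote, which carries the *CyO* balancer and is not labeled *OregonR*, had a median of −0.97 in these windows. That argues against a difference found only in *OregonR*, although the origin of the other chromosomes of the heterozygote is not stated. A lower copy number that requires Rif1 may also contribute, as 4 of 196 windows staying low without Rif1 would be its outcome. The paper considers a loss of underreplication and argues against it, from the 40% of pericentric heterochromatin advanced and from the similar levels in both wild-type fractions. It assigns the 4C to 8C fraction to the second endocycle, so cells in the first one would fall in the 2C to 4C fraction. For the heterozygote, 88 of the 196 windows were below −1, with a median of −0.97. In *Rif1* PP1 mitotic cells 5 were, with a median of −0.28. In wild-type endocycling cells 425 pericentric windows lay more than 1 below the arm median, among them 194 of the 196, and the others were not tested. Endocycling cells were sorted in a later cycle, and how much of their lower level is RT and how much copy number was not tested.

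The spread of the profiles differed between conditions, with SD ratios to the control of 2.55 for follicle cells to wing discs, 0.537 for *Rif1*- mitotic follicle cells and 0.646 for *Rif1* PP1 wing discs. Quantile normalization removes such differences, and it gave some windows a change opposite in direction to that of the deposited values. These numbered 225 of 4820 changed windows between the tissues, 282 of 3810 in *Rif1*- mitotic follicle cells, 71 of 6805 in *Rif1*- endocycling cells, 152 of 4392 in the heterozygote, 13 of 1681 in *Rif1* PP1 wing discs, 102 of 4499 in *Rif1* PP1 follicle cells, 37 of 439 between the wild-type fractions and 0 of 989 in *Rif1*- wing discs.

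Chromosome 4, which the paper does not discuss, was delayed in 40.0% of its windows in *Rif1*- mitotic and 98.5% in *Rif1*- endocycling follicle cells and advanced in 88.1% in the heterozygote.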
